# Genome-wide chromatin accessibility is restricted by ANP32E

**DOI:** 10.1038/s41467-020-18821-x

**Published:** 2020-10-08

**Authors:** Kristin E. Murphy, Fanju W. Meng, Claire E. Makowski, Patrick J. Murphy

**Keywords:** Epigenetics, Epigenomics, Gene expression, Histone variants

## Abstract

Genome-wide chromatin state underlies gene expression potential and cellular function. Epigenetic features and nucleosome positioning contribute to the accessibility of DNA, but widespread regulators of chromatin state are largely unknown. Our study investigates how coordination of ANP32E and H2A.Z contributes to genome-wide chromatin state in mouse fibroblasts. We define H2A.Z as a universal chromatin accessibility factor, and demonstrate that ANP32E antagonizes H2A.Z accumulation to restrict chromatin accessibility genome-wide. In the absence of ANP32E, H2A.Z accumulates at promoters in a hierarchical manner. H2A.Z initially localizes downstream of the transcription start site, and if H2A.Z is already present downstream, additional H2A.Z accumulates upstream. This hierarchical H2A.Z accumulation coincides with improved nucleosome positioning, heightened transcription factor binding, and increased expression of neighboring genes. Thus, ANP32E dramatically influences genome-wide chromatin accessibility through subtle refinement of H2A.Z patterns, providing a means to reprogram chromatin state and to hone gene expression levels.

## Abstract (web summary)

Chromatin state underlies cellular function, and transcription factor binding patterns along with epigenetic marks define chromatin state. Here the authors show that the histone chaperone ANP32E functions through regulation of H2A.Z to restrict genome-wide chromatin accessibility and to inhibit gene transcriptional activation.

## Introduction

Access to specific regions of DNA by transcription factors (TFs) and polymerase machinery is critical for the regulation of gene expression. The packaging of DNA, including nucleosome occupancy, positioning, wrapping, and the presence of chromatin modifications, termed “epigenetic marks”, has been implicated in regulating DNA accessibility^1^. However, the degree to which these epigenetic marks regulate TF binding, how, mechanistically, this regulation occurs, and how widespread chromatin state changes impact genome-wide expression patterns are less well established. The histone variant H2A.Z is thought to promote binding of specific TFs, as well as transcriptional activators and repressors^2–5^, but the precise molecular mechanisms by which H2A.Z functions, and whether H2A.Z localization patterns influence genome-wide TF-binding events remains unknown.

The eukaryotic genome is almost completely wrapped by nucleosomes or bound by TFs^6,7^, with less than 5% of total genomic DNA sequence available in a non-nucleosomal context, regardless of cell type^6^. The vast majority of TFs can bind only at these accessible regions. Chromatin state varies considerably between cell types, but how chromatin state transitions occur and the role of epigenetic factors in driving these changes remains unclear^7^. The prevailing model for transitioning between chromatin states relies on passive competition between TFs and histones, but aside from pioneering factors, which bind at limited genomic locations^8,9^, the mechanisms by which the majority of genomic locations are converted from nucleosome bound to TF bound have not been identified.

Previous studies provide examples where H2A.Z localization can promote TF binding, including impacts on OCT4^4^ and FOXA2^5^ in stem cells. H2A.Z presence has also been correlated with DNaseI sensitivity at estrogen-responsive enhancers in human breast cancer cells^2^. Whether H2A.Z nucleosomes are broadly favored for genome-wide TF binding, and the mechanisms by which these nucleosomes might harbor preferred TF-binding sites are presently undetermined. Studies have shown that H2A.Z nucleosomes are more labile than canonical nucleosomes^10,11^. This concept gives rise to several possible ways in which DNA sequences at H2A.Z sites might be more exposed than the DNA of canonical nucleosomes. These include differences in the wrapping of DNA, differences in nucleosome turnover rates, and differences in chromatin stability at H2A.Z nucleosomes^12,13^. Additionally, increased nucleosome remodeling at H2A.Z sites, which has been observed in yeast and plants^5,14–16^, might allow for better access to DNA at H2A.Z nucleosomes compared with canonical nucleosome sites. Notably, it has not yet been established whether these characteristics of H2A.Z are important for mammalian TF binding.

H2A.Z has been most often studied in the context of transcriptional regulation. Studies have shown that decreased polymerase stalling correlates with the presence of H2A.Z at the “+1 nucleosome” region of promoters^17^. In this manner, H2A.Z may promote gene activation by enabling RNA polymerase to overcome chromatin barriers at the earliest stages of gene activation^13,17–21^. However, separate studies have independently demonstrated that H2A.Z can be associated with gene silencing. Loss of H2A.Z causes particular genes to become active, and H2A.Z presence is necessary for establishment of the histone silencing mark H3K27me3 in stem cells^3,4,19,22^. Notably, much of the data supporting the dual role of H2A.Z in transcriptional regulation were acquired in stem cells, in the context of bivalent chromatin^23^, and it is presently unknown whether H2A.Z functions in direct silencing of transcription outside of this context. One additional possibility is that H2A.Z functions differently at distinct genomic locations. Genome-wide H2A.Z patterning is controlled by the H2A.Z incorporation complexes SRCAP and P400, and by the H2A.Z removal complex INO80 (refs. ^24–29^). Additionally, ANP32E has been identified as a chaperone protein that binds the C-terminus of H2A.Z in order to prevent H2A.Z accumulation^30^. Whereas deletion of H2A.Z is lethal, loss of ANP32E is compatible with viability in mice and zebrafish^31,32^. We and others previously found that ANP32E depletion leads to genomic H2A.Z reorganization, including regional H2A.Z accumulation^30,31,33^. Therefore, manipulation of *Anp32e* provides a means to assess locus-specific function of H2A.Z.

Here, we use mouse fibroblasts lacking ANP32E to investigate how genomic H2A.Z organization regulates chromatin state, accessibility to DNA, and gene transcription. We find that modest changes in H2A.Z localization correspond with dramatic and widespread chromatin accessibility changes. Loss of ANP32E results in increased chromatin accessibility at sites where H2A.Z accumulates, but also at sites where high levels of H2A.Z in wild type (WT) remain stable in mutant cells. At thousands of H2A.Z-marked promoters, we find that H2A.Z expands when ANP32E is absent, spreading from the +1 nucleosome to the −1 nucleosome, and this expansion is associated with a dramatic increase in chromatin accessibility. In this regard, we determine that H2A.Z localization conforms to a hierarchy surrounding the transcription start site (TSS), and this hierarchy distinguishes strength of adjacent nucleosome positioning as well as TF motif accessibility. Combined depletion of H2A.Z and ANP32E largely reverses these outcomes, further indicating that ANP32E regulates chromatin state through antagonism of H2A.Z. Finally, we find that ANP32E is necessary for activation of genes involved in cellular proliferation, and for silencing of genes involved in developmental differentiation. Thus, we establish that ANP32E controls genome-wide H2A.Z enrichment levels, and positioning of H2A.Z around the TSS, in order to regulate promoter accessibility and hone widespread gene expression levels.

## Results

### H2A.Z resides at active genes and highly accessible chromatin regions

To begin investigating our hypothesis that H2A.Z contributes to gene activation and chromatin accessibility, we assessed two embryonic mouse cell types, mouse embryonic stem cells (mESCs) and mouse embryonic fibroblasts (MEFs). We found a high degree of overlap between H2A.Z and high chromatin accessibility at promoter regions (defined as regions surrounding the TSS +/− 1 kb) (Fig. 1a) as well as H2A.Z sites genome wide (Fig. 1b and Supplementary Fig. 1a) (sources of publicly available datasets in Supplementary Table 1). After partitioning the entire genome based on H2A.Z enrichment, we found that the highest levels of H2A.Z coincided with the highest degree of chromatin accessibility (Fig. 1c), and the most accessible regions had the highest levels of H2A.Z (Supplementary Fig. 1b). This trend was even more apparent when we limited our analysis to promoters. Here, H2A.Z-marked promoters were more highly expressed (Fig. 1d), and the most accessible promoters were almost always marked by H2A.Z (Fig. 1e). Enrichment levels were significantly lower at locations where H2A.Z and chromatin accessibility occurred alone compared with where they occurred together (Fig. 1f, g). Additionally, gene expression was considerably higher for accessible H2A.Z-marked promoters compared with promoters lacking either of these attributes (Fig. 1h).

**Fig. 1:**
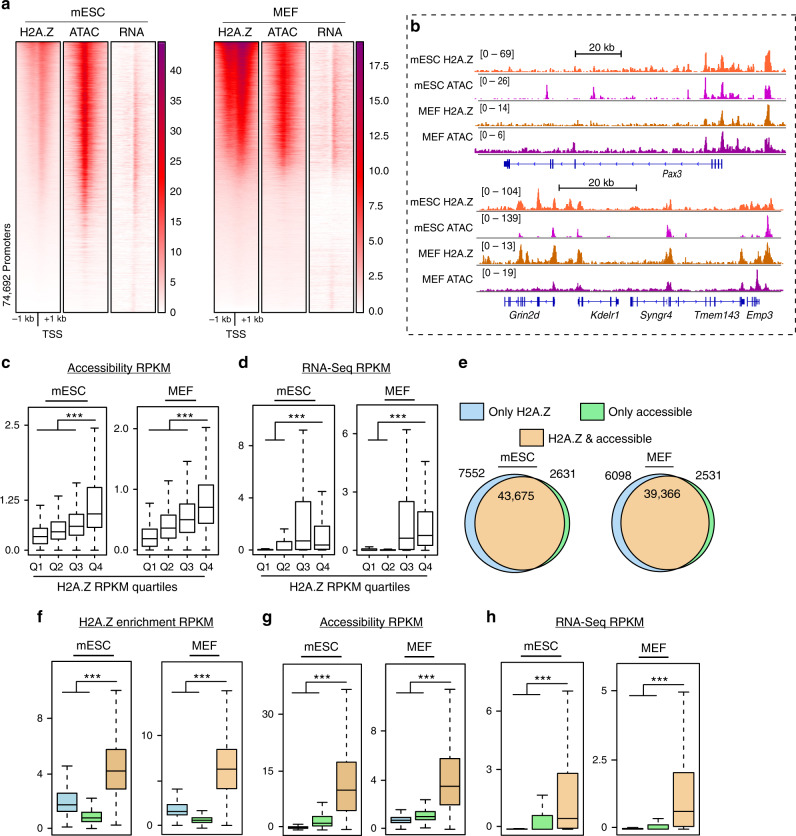
Genome-wide H2A.Z correlation with chromatin accessibility and gene expression across multiple cell types. **a** Heatmaps of normalized H2A.Z enrichment (ChIP-Seq), chromatin accessibility (ATAC-Seq), and RNA expression signals (RNA-Seq) at promoter regions (TSSs ± 1 kb). Rows in each heatmap are ordered by decreasing H2A.Z signal. **b** A gallery of genome browser snapshots for representative genomic loci depicting the correlation of H2A.Z and chromatin accessibility (ATAC). Normalized read counts are shown. **c** Boxplots of chromatin accessibility RPKM values for H2A.Z quartiles. A random sampling of regions (300 bp, *n* = 50,000) of mouse genome are used. **d** Boxplots of RNA expression RPKM values for H2A.Z quartiles at promoter regions (TSS ± 1 kb, *n* = 74,692 promoters). **e** Venn diagram showing overlap of H2A.Z peaks and chromatin accessibility peaks at promoter regions (TSS ±1 kb) for each cell type. The number of peaks is labeled for each category (only H2A.Z occupied, light blue; only accessible promoter regions, green; and both H2A.Z occupied and accessible regions, orange). **f**–**h** Boxplots of RPKM values of H2A.Z enrichment (**f**), chromatin accessibility (**g**), and RNA expression (**h**) for each category. Colors and number of regions in each category are indicated in panel **e**. Boxes = interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, adjusted *p* values from pairwise two-sided Wilcoxon rank-sum test, ***p < 0.0001.

As noted, prior studies demonstrated that H2A.Z is necessary for recruitment of epigenetic silencing factors, including the PRC2 complex^3,4,22^, but in our initial analyses, we found that H2A.Z was strongly correlated with gene activation. Thus, we sought to further investigate how H2A.Z and chromatin accessibility associate with the activating epigenetic marks H3K4me3 and H3K27ac, and with the silencing mark H3K27me3. Here we found that H2A.Z is associated with bivalent chromatin marks H3K27me3 and H3K4me3 in mESCs (Supplementary Fig 1c, top), consistent with prior studies^3,4,18,19^, but in MEFs, H2A.Z and H3K27me3 occur mostly at separate genomic locations (Supplementary Fig 1d). In line with the observed cell-type-specific overlap of H2A.Z and H3K27me3, we found that H2A.Z was more highly correlated with gene activation in MEFs than in mESCs (Fig. 1c, bottom). We also found cell-type-specific enhancer localization differences comparing MEFs with mESC (enhancers were defined as all H3K27ac-occupied regions more than 2 kb away from promoters), but unlike our measurements of H3K27me3, there was considerable overlap of H3K27ac, H2A.Z, and chromatin accessibility, regardless of cell type (Supplementary Fig 1e, f). These results indicate that H2A.Z is consistently correlated with chromatin accessibility, as well as with marks of gene activation H3K4me3 and H3K27ac, but H2A.Z is poorly associated with the gene silencing mark H3K27me3 in differentiated MEFs.

### Loss of ANP32E leads to a widespread increase in chromatin accessibility

Having found a strong association of H2A.Z with highly accessible chromatin, we next sought to functionally test whether increasing H2A.Z enrichment levels, and altering H2A.Z genomic locations, would cause corresponding changes in chromatin accessibility. In separate mouse, human, and zebrafish studies, loss of the histone chaperone ANP32E resulted in genomic H2A.Z mislocalization^30,31,33^. Therefore, we chose to investigate how chromatin accessibility changed in response to H2A.Z localization changes in primary MEFs lacking ANP32E (Supplementary Fig. 2a)^30,32^. 

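*Anp32e*, the gene targeted in these MEFs, lies on chromosome 3 of GRCm38 from 95929246 to 95947390 on the plus strand. Its main transcript has 7 exons, with exon 2 from 95933909 to 95934058 and exon 7 from 95945180 to 95947390. In the RNA-Seq comparison of *Anp32e*-/- with WT MEFs (3 libraries per group), the authors' deposited table gives its transcript with the highest count a mean of 2190 normalized counts and a log2FC of −1.54 (standard error 0.0935, adjusted p = 1.76e-58 from the DESeq2 Wald test). From these values, group means of 3259 normalized counts in WT and 1121 in *Anp32e*-/- MEFs were computed. Reads were therefore still counted on the gene in the *Anp32e*-/- libraries, and the table does not give the exons they came from. From the RNA-Seq signal along the locus, the paper reports that coding sequence of the gene is deleted in these cells (Supplementary Fig. 2a). Another transcript of the gene has a log2FC of −1.38 in the authors' deposited table. With the median log2FC of the genes on chromosome 3 taken out, the log2FC of the main transcript was −1.50.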

Our initial analyses took place at the genome-wide level, where unbiased clustering revealed strong concordance of biological replicates (Supplementary Fig. 2b). Loss of ANP32E resulted in dramatic and widespread increases in chromatin accessibility across the genome (Fig. 2a, left). In fact, we observed heightened chromatin accessibility at nearly 95% of all differentially accessible sites (Fig. 2b and Supplementary Fig. 2c). We did not expect such sweeping chromatin accessibility increases in *Anp32e* null MEFs based on prior reports that ANP32E loss leads to ectopic H2A.Z incorporation at approximately 4000 new sites^30^. In contrast, we found that accessibility increased significantly at more than 18,000 sites, and we observed modest accessibility increases at almost all of the H2A.Z-marked promoters (Fig. 2a, middle) and H2A.Z peaks (Fig. 2a, right).

**Fig. 2:**
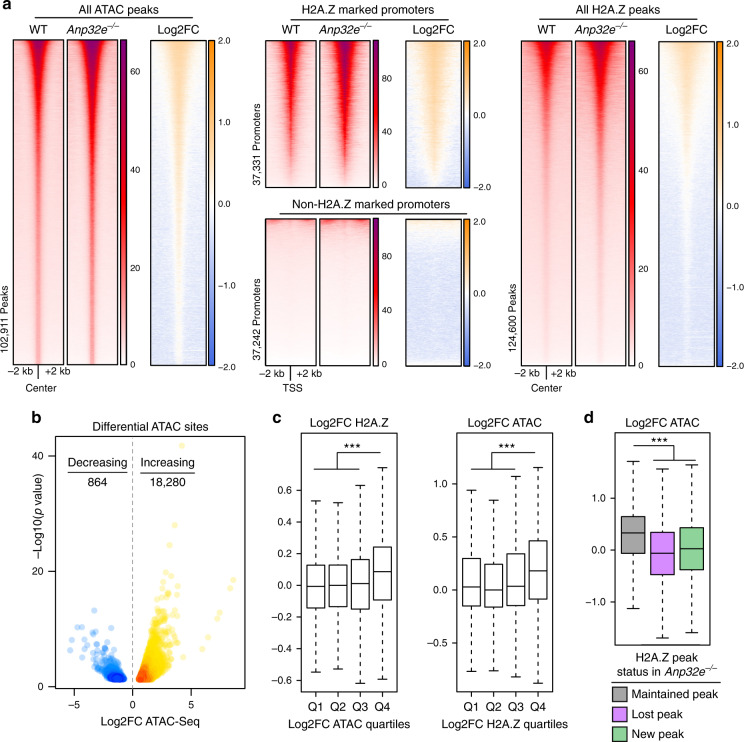
Genome-wide chromatin accessibility increases upon ANP32E loss. **a** Heatmaps of normalized chromatin accessibility reads (ATAC) and log2FC of ATAC-Seq demonstrating a genome-wide increase in chromatin accessibility at all accessible sites (left panel), H2A.Z-marked promoter regions (TSS ± 1 kb, middle panel), and H2A.Z peaks (right panel) in *Anp32e*^−/−^ MEFs compared to WT MEFs. Union peaks of WT and *Anp32e*^−/−^ MEFs chromatin accessibility and H2A.Z enrichment peaks were used for plotting, and heatmaps are ordered by total ATAC signal. **b** Volcano plot of differential ATAC sites in *Anp32e*^−/−^ MEFs. Differential ATAC sites were identified by DiffBind using ATAC union peaks and triplicates of ATAC-Seq with default settings. Increased ATAC sites are shown in orange (log2FC > 0.5 and adjusted *p* < 0.05, *n* = 18,280), and decreased ATAC sites are shown in blue (log2FC < −0.5 and adjusted *p* < 0.05, *n* = 864). Color intensity represents density of points in the volcano plot (*p* values from Wald test and adjusted for multiple testing). **c** Boxplots of log2FC of H2A.Z enrichment of ATAC quartiles (left) and chromatin accessibility of H2A.Z quartiles (right) at promoter regions (TSS ± 1 kb, *n* = 74,692) in *Anp32e*^−/−^ compared to WT MEFs. **d** Boxplots of log2FC of chromatin accessibility at shared H2A.Z peaks (*n* = 57,975), WT unique H2A.Z peaks (*n* = 28,740), and *Anp32e*^−/−^ unique H2A.Z peaks (*n* = 37,961). Adjusted *p* values from a two-sided Student’s *t*-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, ***p < 0.0001.

If H2A.Z functions to promote chromatin accessibility, then changes in H2A.Z levels might result in differing magnitudes of accessibility changes. We therefore investigated whether the observed chromatin accessibility increases in *Anp32e* null MEFs were accompanied by changes in H2A.Z levels. ANP32E loss led to an overall increase in H2A.Z enrichment, but we also found many sites where H2A.Z was either unchanged or reduced (Supplementary Fig. 2d). Regions with the greatest increase in H2A.Z were indeed those with the greatest increase in chromatin accessibility, and likewise, regions where chromatin became most accessible were also those where H2A.Z increased the most (Fig. 2c). However, the strongest increases occurred at sites where H2A.Z was maintained between WT and mutant cells, as compared with new H2A.Z peaks (Fig. 2d and Supplementary Fig 2e). We also found modest increases in accessibility at a subset of regions where H2A.Z was reduced (Supplementary Fig 2d), but measurements of fold change revealed that accessibility at these regions remained mostly unchanged (Fig. 2d). These results indicate that changes in H2A.Z abundance do indeed confer changes in chromatin accessibility, but additional factors aside from H2A.Z enrichment might also contribute to accessibility changes.

### H2A.Z hierarchy changes correspond with accessibility changes

We next sought to identify additional H2A.Z-specific chromatin changes that might account for the dramatic chromatin accessibility changes we observed. Several studies have reported H2A.Z enrichment at promoters flanking the TSS, including the first nucleosome located upstream of the TSS, termed the “−1 nucleosome” position, and the first nucleosome located downstream of the TSS, termed the “+1 nucleosome” position^19,34–36^. The 200–500 bp regions located between these two nucleosome positions is often referred to as the nucleosome-depleted region (NDR). In yeast, the H2A.Z installation enzyme Swr1 has been reported to localize at NDR sites to install H2A.Z at the +1 nucleosome of promoters^36–38^. These observations prompted us to investigate whether H2A.Z localization on either side of the TSS was impacted by ANP32E loss in MEFs. Indeed, in the absence of ANP32E, H2A.Z accumulated mostly upstream of the TSS, near the −1 nucleosome position (Fig. 3a). In order to better understand how H2A.Z might accumulate specifically at these sites, we partitioned promoters based on WT H2A.Z levels. Here we found there to be minimal H2A.Z changes in *Anp32e*^−/−^ cells for promoters with the highest levels of H2A.Z in WT (Supplementary Fig. 3a). Alternatively, for promoters with low H2A.Z levels in WT, H2A.Z tended to accumulate broadly surrounding the TSS. For promoters with moderate H2A.Z levels in WT, H2A.Z accumulated mostly at the −1 nucleosome, suggesting that ANP32E might regulate positioning of H2A.Z on either side of the TSS. To investigate this result further, we categorized H2A.Z-marked promoters based on relative changes in H2A.Z enrichment. Remarkably, at promoters where H2A.Z increased specifically at the −1 position, high levels of H2A.Z were maintained at the +1 nucleosome position in both mutant and WT conditions (Fig. 3b, left and Supplementary Fig. 3b). Alternatively, when H2A.Z accumulated specifically at the +1 nucleosome, these promoters generally lacked H2A.Z in WT MEFs (Fig. 3b, right and Supplementary Fig. 3b). Taken together, these results indicate that H2A.Z localization around the TSS adheres to a positional hierarchy, where de novo H2A.Z accumulates preferentially at the +1 nucleosome, and if H2A.Z is already present at the +1 nucleosome, additional H2A.Z accumulates at the −1 nucleosome.

**Fig. 3:**
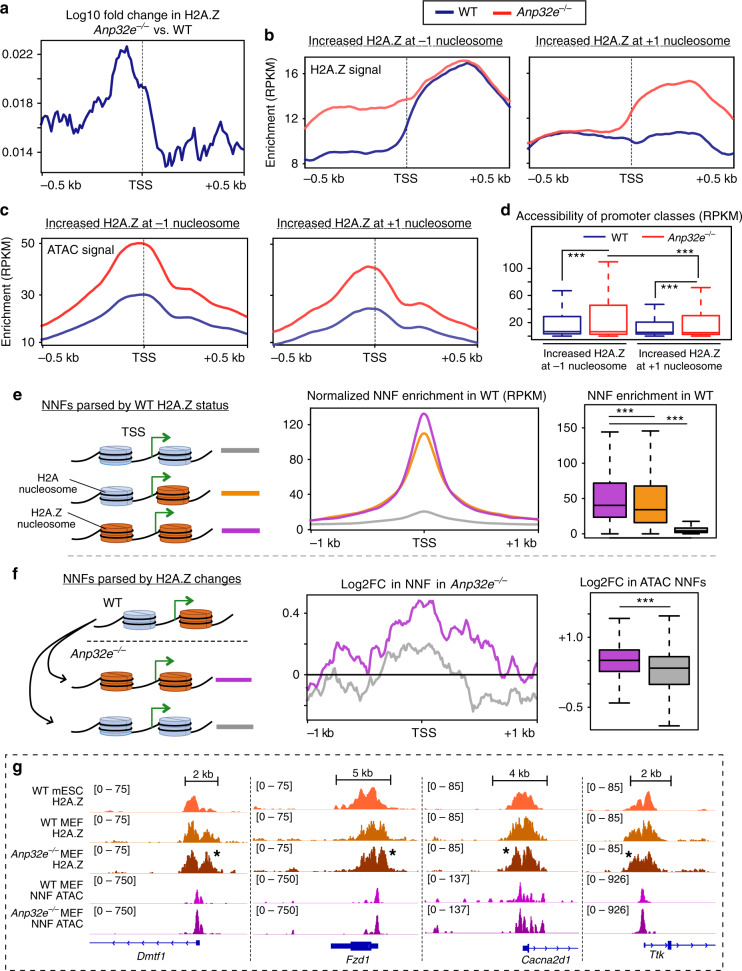
Changes in H2A.Z correspond with a positional hierarchy at promoters. **a** Change in H2A.Z showing an overall increase upstream of the TSS (indicated by a dotted line). *Y*-axis value represents log10FC in H2A.Z levels comparing *Anp32e*^−/−^ to WT MEFs. **b** Aggregate H2A.Z enrichment plots in WT (blue) and *Anp32e*^−/−^ (red) at defined promoter categories. Regions where H2A.Z increased at −1 nucleosome are in the left panel, and regions where H2A.Z increased at +1 nucleosome are in the right panel (see details in “Methods”). **c** Aggregate total ATAC-Seq enrichment plots for WT and *Anp32e*^−/−^ signals at defined categories of promoters: those where H2A.Z increased at −1 nucleosome (left panel) and those where H2A.Z increased at +1 nucleosome (right panel). **d** Boxplot of chromatin accessibility signals of WT MEFs and *Anp32e*^−/−^ MEFs at defined categories of promoters (TSS ± 500 bp, *n* = 74,692 total promoters): those where H2A.Z increased at −1 nucleosome and those where H2A.Z increased at +1 nucleosome. **e** Aggregate profile plot and boxplot of non-nucleosome fragments (NNF) of WT MEF chromatin accessibility reads for gene promoters parsed by H2A.Z status. Higher NNF distribution at “Class Two” promoters (purple, *n* = 10,965) than “Class One” (orange, *n* = 15,401) or “Class Zero” promoters (gray, *n* = 48,199). Cartoon (left) indicates Class transitions, with aggregate plot (middle) and boxplots (right) displayed. **f** Aggregate profile plot and boxplot of log2FC of small fragment chromatin accessibility reads (NNF non-nucleosome fragments) for two clusters of genes: those that gain H2A.Z from “Class One” to “Class Two” promoter (purple, *n* = 2143) and those that lose H2A.Z from “Class One” to “Class Zero” promoter (gray, *n* = 1858) compared to *Anp32e*^−/−^ MEFs to WT MEFs. Log2FC of small fragment chromatin accessibility reads (<150 bp) was generated by comparing *Anp32e* null chromatin accessibility NNF reads to WT chromatin accessibility NNF reads. Cartoon (left) indicates Class transitions, with aggregate plot (middle) and boxplots (right) displayed. **d**–**f** For boxplots, boxes = interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, adjusted *p* values from pairwise two-sided Wilcoxon rank-sum test, and ***p < 0.0001. **g** Genome browser snapshot of H2A.Z enrichment and non-nucleosome fragments (NNF) of ATAC-Seq in WT mESCs, WT MEFs, and *Anp32e*^−/−^ MEFs. Star denotes examples for increased H2A.Z upstream of the TSS.

We next asked whether ANP32E regulates H2A.Z localization at specific classes of gene promoters according to this positional hierarchy. To address this, we classified promoters based on H2A.Z localization changes in *Anp32e*^−*/*−^ MEFs relative to WT, and then assessed whether functionally distinct gene sets independently segregated (Supplementary Fig. 3c). Promoters lacking H2A.Z were defined as “Class Zero”, promoters with H2A.Z at only the +1 position were defined as “Class One,” and promoters with H2A.Z at both TSS flanking positions were defined as “Class Two”. Indeed, gene ontology (GO) analysis revealed that expansion of H2A.Z to the −1 nucleosome (going from Class One to Class Two) in *Anp32e* null MEFs occurred at genes associated with developmental differentiation and mRNA translation (Supplementary Fig. 3d), while reduction in H2A.Z was associated with proliferation, locomotion, and migration (Supplementary Fig. 3e). These results support a role for ANP32E in restricting H2A.Z expansion at promoters of genes involved in distinct biological processes, prompting us to speculate that similar transitions between H2A.Z classes might occur during normal cellular differentiation. As a proxy for differentiation, we compared WT mESCs with WT MEFs, and again parsed promoters into defined H2A.Z-positioning classes. Here we observed a preference for H2A.Z expansion in MEFs as compared with mESCs (Supplementary Fig. 3c, bottom right). Similar to the ANP32E-dependent H2A.Z changes we observed, distinct GO terms related to mRNA translation and cell signaling (among other terms) were identified for genes where promoter H2A.Z localization changed (Supplementary Fig. 3f). Consistent with the possibility that ANP32E levels and H2A.Z positioning are important for defining cellular function during differentiation, comparisons of RNA-Seq datasets indicate that *Anp32e* mRNA is considerably lower in MEFs compared with mESCs (Supplementary Fig. 3g).

Having found that ANP32E loss impacts H2A.Z localization patterns at gene promoters, we next asked whether these changes confer chromatin state changes surrounding the TSS. We again categorized promoters based on H2A.Z changes, and found that loss of ANP32E led to an increase in accessibility over the NDR when H2A.Z increased at either the −1 or +1 position (Fig. 3c, d). We next wondered whether differences in H2A.Z promoter classes associated with differences in chromatin accessibility. For better resolution over the NDR, we focused on non-nucleosome chromatin fragments (NNFs), which are typically enriched at the TSS^39^. These NNFs can be quantified from paired-end ATAC-Seq data^39^ by selecting fragments smaller than 150 bp. Indeed, in WT MEFs, Class Two promoters had the highest NNF levels, and Class Zero had the lowest NNF levels (Fig. 3e). Additionally, transitioning from Class One to Class Two in ANP32E null MEFs resulted in a significant increase in NNFs at promoters (Fig. 3f, example in 3g). Taken together these data suggest that levels of chromatin accessibility are altered by ANP32E through regulation of H2A.Z positioning at promoter regions.

### Reduction in H2A.Z partially rescues impacts of ANP32E loss on chromatin accessibility

Because we found that chromatin accessibility changes in ANP32E-deficient cells corresponded with changes in H2A.Z levels and H2A.Z positioning surrounding the TSS, we next sought to investigate whether these accessibility changes were dependent on H2A.Z. Thus, we knocked down H2A.Z in ANP32E-deficient cells (Fig. 4a), and repeated our measurements of chromatin accessibility. Indeed, H2A.Z depletion caused chromatin accessibility to decrease at the NDR of H2A.Z-marked promoters (Fig. 4b). Consistent with a role for H2A.Z in regulation of accessibility, the genomic regions where accessibility increased the most in ANP32E-deficient cells, had the greatest reduction in accessibility upon H2A.Z depletion (Fig. 4c). This overall reversal in accessibility occurred at sites marked by H2A.Z, but not at unmarked sites (Fig. 4b, d). We then measured changes on a locus-by-locus manner and found that accessibility was mostly reversed if H2A.Z was present (85% of sites) at promoters which became more accessible in *Anp32e*^−*/*−^ MEF (Supplementary Fig. 4a, b). This trend was also apparent outside of promoters, but to a lesser extent (67% of sites) (Supplementary Fig. 4c, d). Depletion of H2A.Z caused reciprocal changes in chromatin accessibility regardless of whether we measured NNFs or nucleosome sized fragments (Fig. 4e). Taken together, these data indicate that ANP32E mediated regulation of chromatin accessibility occurs at H2A.Z sites, in an H2A.Z-dependent manner, even though loss of ANP32E caused only modest changes in H2A.Z levels.

**Fig. 4:**
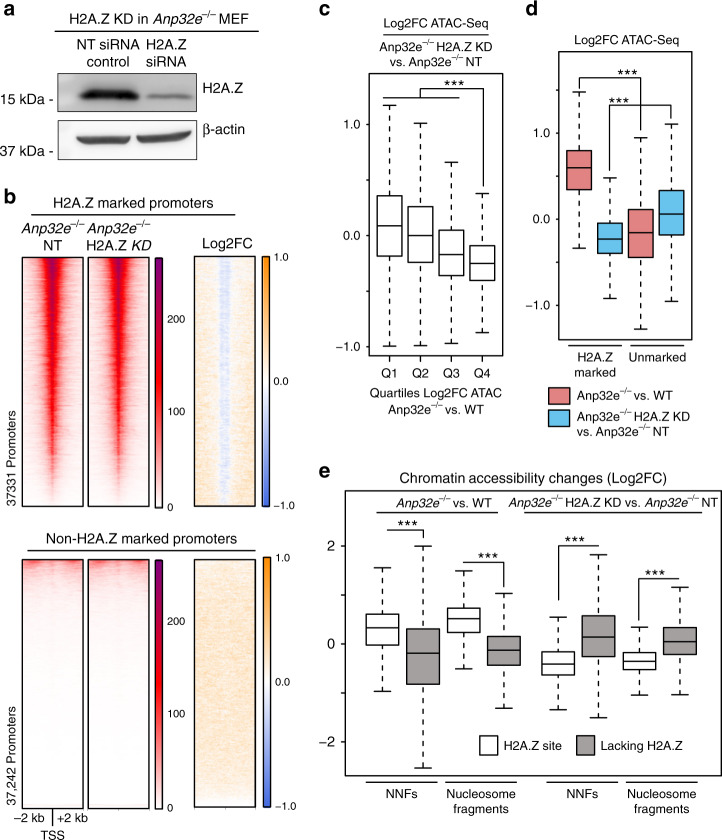
Chromatin accessibility changes upon Anp32e loss depend on H2A.Z. **a** Representative western blot of H2A.Z indicates knock down of H2A.Z after siRNA transfection compared with non-targeting (NT) siRNA. β-Actin is used as the loading control (*n* = 4 replicates). **b** Heatmaps of normalized chromatin accessibility reads for control siRNA and H2A.Z siRNA treated *Anp32e*^−/−^ MEFs and log2FC (H2A.Z siRNA/control siRNA) at H2A.Z-marked promoter regions (top panel) and non-H2A.Z-marked promoter regions (bottom panel). Heatmaps of ATAC-Seq are ordered by total ATAC signal, and the same ranked regions were used to generate log2FC heatmaps. **c** Boxplot of log2FC ATAC-Seq (H2A.Z knockdown *Anp32e*^−/−^ ATAC-Seq versus non-targeting control *Anp32e*^−/−^ ATAC-Seq) at quartiles of promoter regions (TSS ± 1 kb, *n* = 74,692). Quartiles of promoters were generated based on log2FC of *Anp32e*^−/−^ MEF ATAC-Seq to WT MEF ATAC-Seq, where Q4 have the highest increase of ATAC-Seq. **d** Boxplot of log2FC ATAC-Seq (*Anp32e*^−/−^ MEF ATAC-Seq versus WT MEF ATAC-Seq, shown in red) and (H2A.Z knockdown *Anp32e*^−/−^ ATAC-Seq versus non-targeting control *Anp32e*^−/−^ ATAC-Seq, shown in blue) at H2A.Z-marked promoter regions (TSS ± 1 kb, *n* = 74,692) and non-H2A.Z-marked promoter regions (TSS ± 1 kb). **e** Boxplot of log2FC NNF (non-nucleosome fragments, <150 bp) and nucleosome fragments (>150 bp) of ATAC-Seq at promoter regions (TSS ± 1 kb, *n* = 74,692) for H2A.Z-marked sites (shown in unfilled boxes) and non-H2A.Z-marked sites (shown in filled boxes). **c**–**e** For boxplots, boxes = interquartile ranges = medians, whiskers = 1.5× the interquartile range, adjusted *p* values from pairwise two-sided Wilcoxon rank-sum test, and ***p < 0.0001.

Our findings that loss of ANP32E led to an increase in chromatin accessibility for NNFs at NDRs prompted us to investigate whether TFs might bind more effectively in response to ANP32E loss. To identify putative TF-binding events, we performed footprinting analysis using HINT-ATAC-Seq^40^. Our assessment revealed footprinting over several known TF motifs, which are differentially protected in the *Anp32e*^−/−^ cells (Fig. 5a). HINT-ATAC protection scores correspond with difference in cleavage events between the footprint and flanking regions, and are commonly used for assessing footprinting^40,41^. We found there to be far more footprint sites genome-wide identified for TF motifs with positive HINT scores, than those with negative scores (Fig. 5a), indicative of an overall increase in TF binding. Examples of motifs identified include those for NF-YB and SP1, which are known to physically interact and have roles in developmental differentiation^42–47^. We validated our HINT-ATAC approach using Cleavage Under Targets and Tagmentation^48^ (CUT&Tag) to measure SP1 chromatin binding in *Anp32e*^−/−^ cells (Fig. 5b). Loss of ANP32E led to an overall increase in SP1 binding both at accessible SP1 motifs (Supplementary Fig. 5a), and at footprints identified by HINT-ATAC (Fig. 5b and Supplementary Fig. 5b). Having found that increases in NNFs were partially dependent on H2A.Z, we next repeated our HINT-ATAC measurements in cells lacking ANP32E and depleted for H2A.Z. Consistent with a role for H2A.Z in TF binding, footprint scores for many of the HINT-ATAC sites identified in *Anp32e*^−*/*−^ cells changed in an opposite manner upon H2A.Z loss, including two-thirds of statistically significant sites (Fig. 5d and Supplementary Fig. 5c). Motifs for SP1 were not among this group, suggesting that additional factors impact SP1 binding. Taken together, these results provide strong evidence that ANP32E loss causes increased TF binding and many of these increases occur in an H2A.Z-dependent manner.

**Fig. 5:**
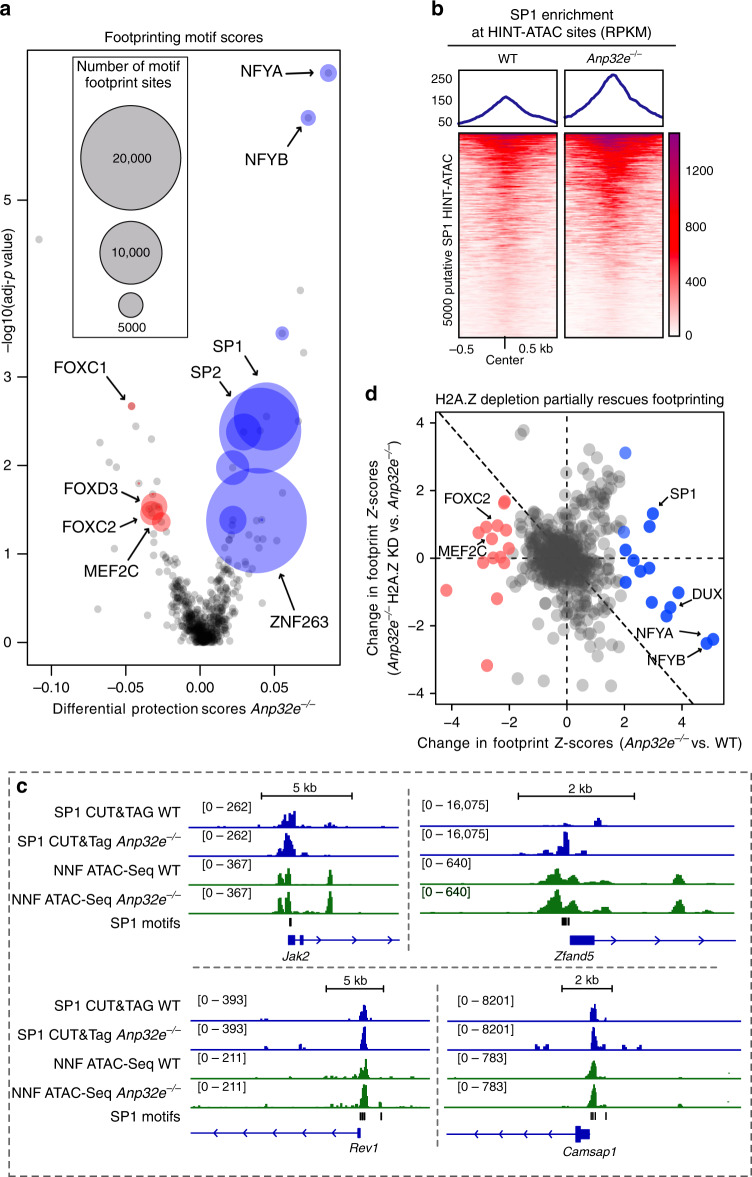
Hint-ATAC identifies differential transcription factor footprints in *Anp32e*^−/−^ MEFs. **a** Differential transcription factor footprints comparing *Anp32e*^−/−^ MEFs to WT MEFs chromatin accessibility reads. Footprints of transcription factors are identified by HINT-ATAC using chromatin accessibility reads and narrowPeak files (see “Methods”). Each point represents an individual TF and the area of the point represents number of footprints identified for the corresponding TF. TFs with increased protection score in *Anp32e*^−/−^ are shown in blue and TFs with decreased protection score in *Anp32e*^−/−^ are shown in red. Names of selected TFs with significant differential activity values are labeled. **b** Heatmap of SP1 CUT&Tag RPKM values showing increased SP1 signal at putative SP1 HINT-ATAC sites in *Anp32e*^−/−^ MEFs. **c** Genome browser views of SP1 CUT&Tag profiles and non-nucleosome fragments (NNF) of ATAC-Seq at representative loci. **d** Scatterplot of HINT-ATAC transcription factor footprints *Z*-scores. Each point represents a transcription factor motif identified by HINT-ATAC, and axis represents change in footprints *Z*-score, where positive *Z*-score indicates increased footprints and negative *Z*-score indicates decreased footprints. Significantly increased TF footprints in *Anp32e*^−/−^ MEFs versus WT MEFs are labeled in blue, while significantly decreased TF footprints are labeled in red.

### ANP32E loss leads to increased SMARCA4 enrichment and improved nucleosome positioning

ANP32E may restrict chromatin accessibility through changes in nucleosome turnover, wrapping, or remodeling, among other possibilities. Studies of nucleosome remodelers in yeast indicate that SWI/SNF and ISWI family nucleosome remodelers preferentially reposition H2A.Z-containing nucleosomes^14,15^. If conserved in mammals, this is a potential pathway by which ANP32E might function to control chromatin patterns. To investigate this, we performed CUT&Tag measuring the genomic localization for ANP32E and SMARCA4 (also known as BRG1), the closest mouse homolog to the RSC catalytical subunit^49–51^. Strikingly, SMARCA4 and ANP32E were enriched over the TSS, and both factors occupied promoters where H2A.Z is enriched (Fig. 6a). Pairwise comparisons of these datasets revealed a high degree of overlap between H2A.Z, SMARCA4, and ANP32E at promoters (Supplementary Fig. 6a), and assuredly, SMARCA4 localization was very similar to published SMARCA4 patterns generated through ChIP-Seq^50^ (Supplementary Fig 6b). The correlation between SMARCA4 and H2A.Z was more moderate at enhancers compared with promoters (Supplementary Fig. 6c). Loss of ANP32E caused a modest but statistically significant increase in SMARCA4 enrichment at H2A.Z-marked promoters (Fig. 6b, c). Additionally, SMARCA4 enrichment tended to increase at regions where chromatin accessibility increased, and enrichment decreased where accessibility was reduced (Fig. 6d, e). Based on these SMARCA4 changes, we next reasoned that nucleosome positioning surrounding the TSS might also be impacted by ANP32E loss. Indeed, using NucleoATAC-Seq^52^ we found that nucleosome positioning is strongest at H2A.Z-marked promoters, and positioning improved further at these sites upon ANP32E loss (Fig. 6f and Supplementary Fig. 6d, e). Parsing promoters based on H2A.Z changes further revealed that nucleosome positioning was indeed strongest at promoters where H2A.Z increased in *Anp32e*^−/−^ cells (Supplementary Fig. 6f). Taken together, these results are consistent with a nucleosome remodeling mechanism, where H2A.Z promotes increased nucleosome positioning flanking the TSS, stimulating chromatin accessibility at the NDR (examples in Fig. 6g).

**Fig. 6:**
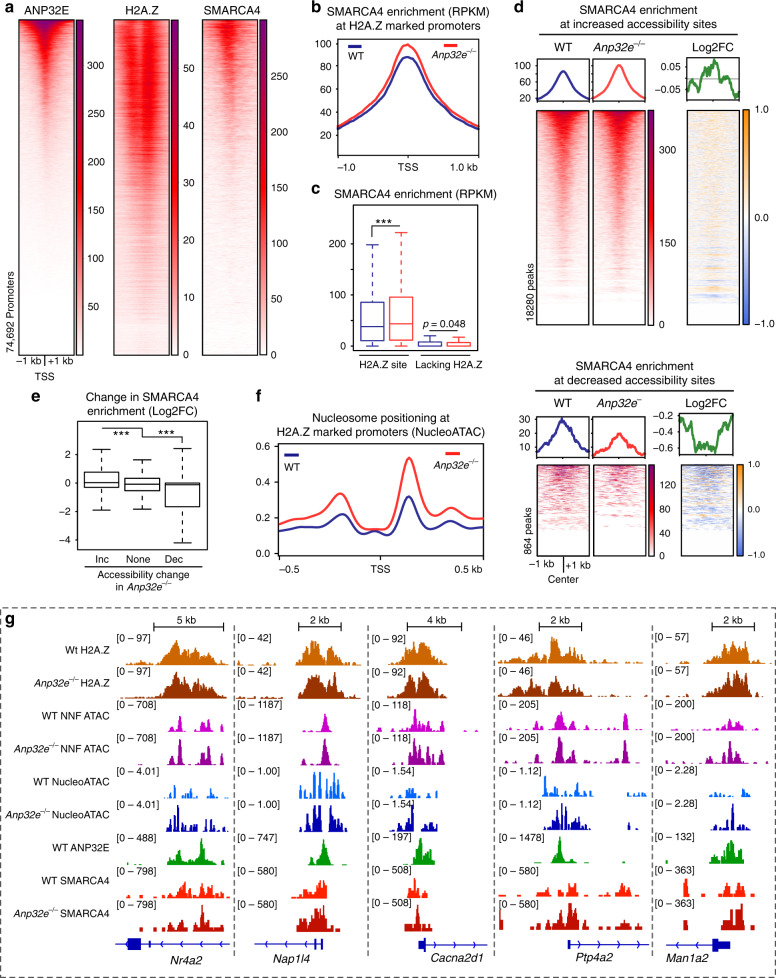
Increased SMARCA4 binding in *A*np32e^−/−^ MEFs. **a** Heatmaps of read count normalized enrichment for ANP32E (CUT&Tag), H2A.Z (ChIP-Seq), and SMARCA4 (CUT&Tag) depicting strong overlaps at promoter regions (TSS ± 1 kb). **b** Aggregate profile plot of SMARCA4 CUT&Tag signal showing increased SMARCA4 enrichment at H2A.Z-marked promoters in *Anp32e*^−/−^ MEFs. **c** Boxplot of SMARCA4 CUT&Tag enrichment signal of WT MEFs and *Anp32e*^−/−^ MEFs at H2A.Z-marked promoters and non-H2A.Z-marked promoters (*n* = 74,692 total promoters, adjusted *p* values from a two-sided Student’s *t*-test, boxes = interquartile ranges, middles  = medians, whiskers = 1.5× the interquartile range, ***p < 0.0001). **d** Heatmaps of SMARCA4 CUT&Tag signal in WT MEFs and *Anp32e*^−/−^ MEFs and log2FC of SMARCA4 showing increased SMARCA4 signal at ATAC sites with increased chromatin accessibility (top panel), and decreased SMARCA4 signal at ATAC sites with decreased chromatin accessibility (bottom panel). **e** Boxplot of log2FC of SMARCA4 enrichment at ATAC sites with increased chromatin accessibility, ATAC sites with no significant change, and ATAC sites with decreased chromatin accessibility. (*n* = 102,911 total ATAC peaks, adjusted *p* values from a two-sided Student’s *t*-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, ***p < 0.0001). **f** Aggregate profile plot of nucleosome positioning identified by NucleoATAC at H2A.Z-marked promoters. **g** Genome browser snapshots for representative genomic loci depicting H2A.Z enrichment, chromatin accessibility NNF reads (ATAC), NucleoATAC signal, ANP32E CUT&Tag signal, and SMARCA4 CUT&Tag signal in *Anp32e*^−/−^ MEFs and WT MEFs.

### ANP32E loss leads to dysregulation of genes involved in differentiation

We expected that genome-wide transcriptional changes would occur as a consequence of the increased accessibility and TF footprinting that we observed. 

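RNA was sequenced from 3 cultures of WT and 3 of *Anp32e*-/- MEFs, which are primary fibroblasts grown from mouse embryos. The authors aligned the reads to the mouse genome with RNA-STAR, counted them on RefSeq transcripts with featureCounts and compared the groups with DESeq2. The authors' deposited table holds the outcome of this comparison for 42361 transcripts. For each transcript it lists the mean normalized count over the 6 libraries, the log2FC of *Anp32e*-/- over WT, its standard error, the Wald statistic, the p-value and the adjusted p-value. It holds no values per library, so no SD between replicates could be computed and the total counts per library are unknown. In the authors' deposited table 7019 transcripts have no reads and 32631 have an adjusted p-value, the lowest at a mean of 0.865 normalized counts. Size factors, by which the authors divided the counts of each library, were computed from the steps that 1 read makes in the lowest means. They were between 0.987 and 1.13 for WT and between 0.909 and 1.03 for *Anp32e*-/- MEFs. Group means were computed from the mean and the log2FC of each transcript, and a group mean of 3 counts or less was treated as a floor. For comparisons of genes, each gene was represented by its transcript with the highest mean, and gene lists were tested among the 13768 autosomal genes with a mean of at least 10 normalized counts.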

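Among the 31439 autosomal transcripts with an adjusted p-value, the authors' deposited table holds 816 with increased and 724 with decreased expression at an absolute log2FC over 1.5 and an adjusted p under 0.05. When these transcripts were assigned to genes, they belonged to 848 distinct genes, of which 474 were increased and 374 decreased. No gene had transcripts called in both directions, and 9 transcripts were not matched to a gene. More than 1 transcript was called for 323 genes, with 29 for *Ppfia2*. Not counting the first of each identical set, 340 called transcripts repeated the values of another called transcript of their gene. With each gene represented by 1 transcript, 466 genes were increased and 365 decreased. The count moved most when the threshold of 1.5 was made part of the test: a Wald test of an absolute log2FC over 1.5, computed from the log2FC and standard errors of the authors' deposited table, left 417 transcripts. At an unadjusted p under 0.05 the table holds 12673 autosomal transcripts.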

We therefore assessed genome-wide RNA expression levels (Supplementary Fig. 7a), and identified 1540 differentially expressed genes in the *Anp32e*^−/−^ cells (Fig. 7a). Regions with increased accessibility occurred proximal to up-regulated genes, and regions with reduced accessibility occurred proximal to down-regulated genes (Fig. 7b). This trend was maintained even for distal intergenic motifs identified by footprinting analysis (Fig. 7c), indicating that the ANP32E mediated changes at intergenic regulatory regions, such as enhancers, may contribute to the gene expression changes we observed. Similar to our investigation of promoters undergoing H2A.Z expansion, GO analysis revealed that genes critical for development were highly dysregulated (Supplementary Fig. 7b). Genes involved in pattern formation tended to be up-regulated, while genes involved in cell signaling tended to be down-regulated. 

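Pattern formation was examined with a list of the Hox genes, fixed before the data were examined. Of the 32 Hox genes with a mean of at least 10 normalized counts in the authors' deposited table, 24 had a positive log2FC and 16 were increased past 1.5, against 2.77% of all genes tested (Fisher's exact test, two-sided, adjusted p = 2.78e-16 over 8 lists). None was decreased past this threshold. Their median log2FC was 1.33, and the list was increased by camera, a test of a list against all other genes (two-sided, adjusted p = 7.69e-06 over 8 lists, inter-gene correlation set to 0.01). With the correlation set to 0.05 the adjusted p was 0.00255; fry and an estimated correlation need values per library and could not be run. Adjusted over the list alone, 19 Hox genes were increased and 1 decreased at an adjusted p under 0.05, as many as over all genes. The clusters differed in size of change. The 6 HoxB genes had a median log2FC of 4.77 and the 7 HoxC genes of 4.06, or 3.45 and 3.83 with genes at the floor in WT set to their bounds. The 8 HoxD genes had a median of 0.80 and the 11 HoxA genes of −0.02. *Hoxb7*, *Hoxc9* and *Hoxb2* had the largest fitted log2FC and were at the floor in WT MEFs, which makes them at least 26.4-fold, 15.1-fold and 12.3-fold higher in *Anp32e*-/- MEFs. These bounds, log2 values of 4.72, 3.91 and 3.62, lie below the log2FC of 5.22 of *Hoxc6*, a gene singled out after its value was seen, so the order of these genes is not settled. Across Hox genes, which are not independent replicates, log2FC and paralog group number had a Spearman's rho of −0.30 (permutation test, two-sided, p = 0.0931). Ion channel genes stood for the decreased term on ion transport. Of the 60 genes of this list, 8 were increased and 6 decreased past 1.5, with a median log2FC of −0.07 and no shift by camera (adjusted p = 0.683). The list also holds genes that do not encode channels. Among them are *Kcnq1ot1* (log2FC −0.62), *Scnm1* (−0.62) and *Trpc4ap* (0.21), which did not pass 1.5. Both shares were larger than among all genes tested, without matching on mean expression (Fisher's exact test, two-sided, adjusted p = 0.000929 for increased and 0.00798 for decreased genes). Among the listed genes, the authors' deposited table gives *Kcnk3* a log2FC of 3.13 and *Kcnh1* of 2.78.

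**Figure D1:**
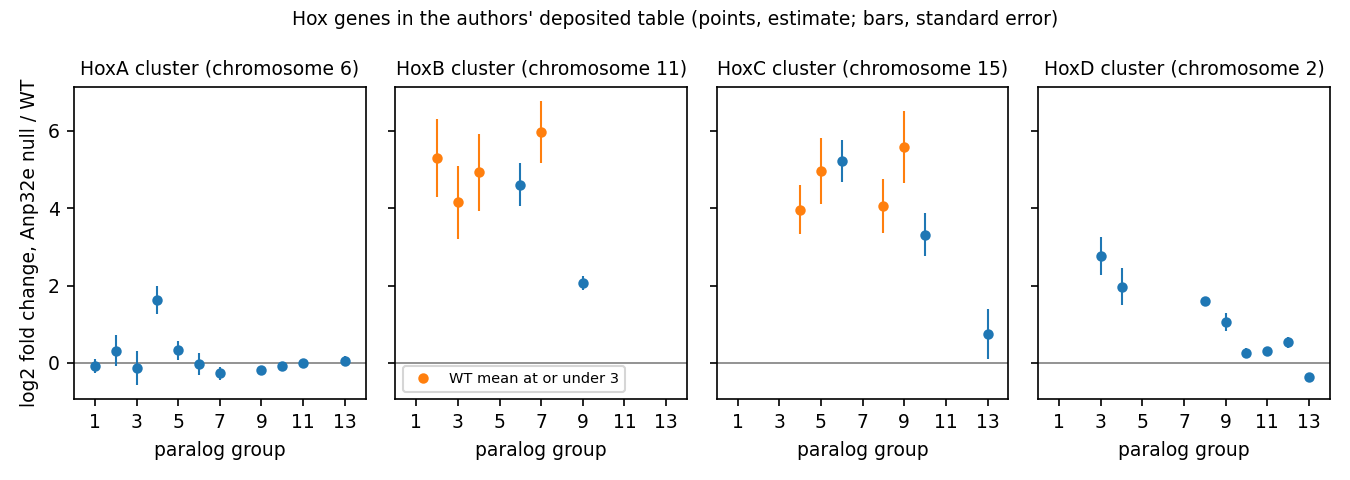
log2FC of *Anp32e*-/- over WT (y axis, log2 scale) of Hox genes with a mean of at least 10 normalized counts in the authors' deposited table, against paralog group (x axis) for each cluster. Points are estimates and bars standard errors, and orange points are genes at or under 3 counts in WT; all 6 HoxB genes lie above 0, while the HoxA genes lie around a median of −0.02.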

Notably, GO terms associated with morphogenesis were present for both up- and down- regulated groups. 

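A list of 59 patterning and skeletal regulators outside the Hox clusters was examined for both directions. In the authors' deposited table 4 of them were increased and 9 decreased past an absolute log2FC of 1.5. Decreased genes made up 2.20% of all genes tested, and their share in the list was larger (Fisher's exact test, two-sided, adjusted p = 4.11e-05), while the share of increased genes did not differ (adjusted p = 0.107). The median log2FC of the list was 0.12, at percentile 98.1 of the medians of random lists matched on mean expression, and camera found no shift of the list as a whole (adjusted p = 0.42). Adjusted over the list alone, 23 genes were increased and 19 decreased, against 19 and 18 when adjusted over all genes. *Barx1* had the largest decrease by fitted log2FC and was at the floor in *Anp32e*-/- MEFs, at least 60.6-fold lower than in WT MEFs. *Pax3* and *Dlx5* followed in the authors' deposited table, with a log2FC of −3.43 (standard error 0.351) and −2.72 (standard error 0.48).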

Gene set enrichment analysis (GSEA) identified several developmentally important gene sets in which expression was significantly increased, and we found down-regulated genes to be associated with cell cycle and proliferation, including E2F target genes (Fig. 7d and S7C). 

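The gene sets were examined with lists written by hand, since the published sets were not available. Of 186 E2F target genes in the authors' deposited table, 28 were increased and 30 decreased at an adjusted p under 0.05, and none of them passed an absolute log2FC of 1.5. Against all genes tested, these counts of 0 had an adjusted p of 0.0174 for increased and 0.0751 for decreased genes (Fisher's exact test, two-sided). This test was not matched on mean expression, and all 186 E2F targets had a mean of at least 50 normalized counts. Their median log2FC was −0.02, with a middle range from −0.20 to 0.15, and camera found no shift (two-sided, adjusted p = 0.481). This median lay at percentile 4.43 of those of random lists matched on mean expression. Adjusted over the list alone, 27 E2F targets were increased and 29 decreased. Of 59 genes of the G2/M transition and mitosis, 7 were increased and 19 decreased, or 8 and 20 adjusted over the list alone. Their median log2FC was −0.09, at percentile 0.37 of the medians of 10000 random lists matched on mean expression, 95% of which lay between −0.06 and 0.12. The shift did not pass the threshold by camera (adjusted p = 0.0711). When every gene with at least 1 read was included, it did, with an adjusted p of 0.0442. Of 28 genes of cholesterol synthesis and uptake, 24 were increased and none decreased, or 25 adjusted over the list alone, with a median log2FC of 0.57 (camera, adjusted p = 2.07e-12). The 41 genes of neural crest cell migration had a median log2FC of 0.24, with 15 increased and 5 decreased, or 17 and 5 adjusted over the list alone (camera, adjusted p = 0.00592). An inter-gene correlation of 0.05 moved this adjusted p to 0.0844. Past 1.5, 5 of these genes were increased and none decreased (Fisher's exact test, two-sided, adjusted p = 0.0104 for increased genes). *Ednrb* (log2FC 3.53), *Gfra1* (2.11) and *Gdnf* (1.95) had their largest changes in the authors' deposited table. The list for retinoic acid metabolism also holds genes of binding and response, among them *Crabp1*, *Rarb* and *Rarres1*. Its genes went both ways: of 20 genes, 4 were increased and 3 decreased past 1.5. At an adjusted p under 0.05, 5 were increased and 5 decreased, the same counts as adjusted over the list alone. Both shares past 1.5 were larger than among all genes (Fisher's exact test, two-sided, adjusted p = 0.00525 for increased and 0.0243 for decreased genes). Camera placed this list among the increased ones (adjusted p = 0.00328) although its median log2FC was −0.20, and with ranks in place of Wald statistics its direction was reversed. *Aldh1a1* had a log2FC of 4.53 and *Rarres1* of −3.20 in the authors' deposited table. From its own analyses of these libraries and of chromatin accessibility, the paper concludes that ANP32E is a key regulator of developmental gene expression patterns.

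**Figure D2:**
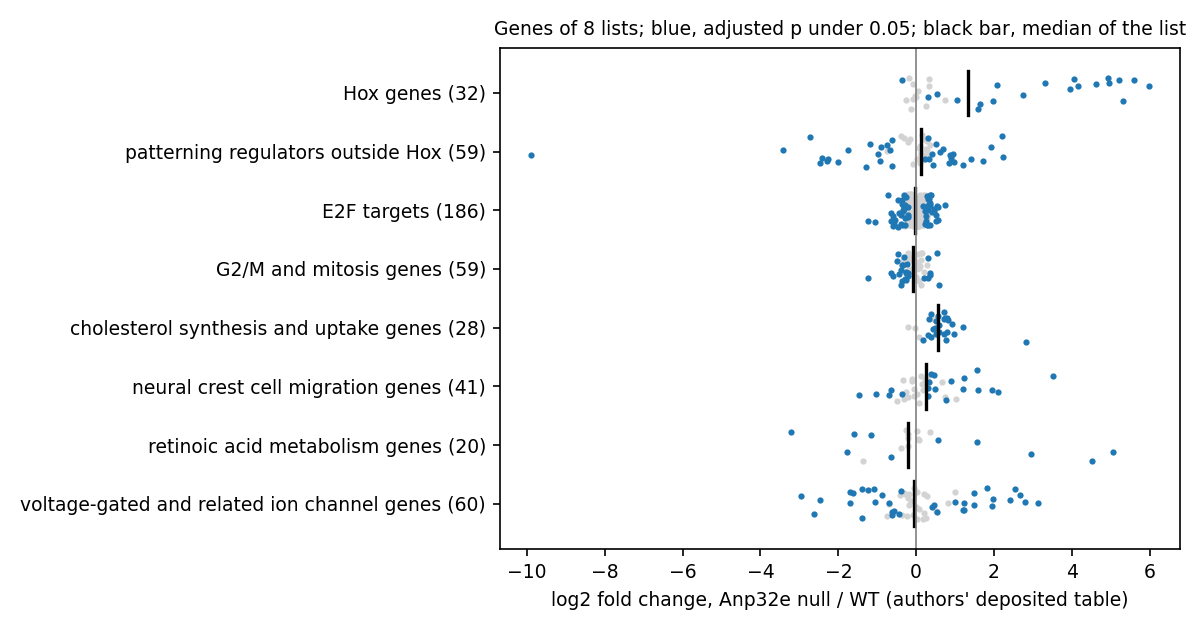
log2FC of *Anp32e*-/- over WT (x axis, log2 scale) of the genes of 8 lists in the authors' deposited table, with the number of genes of each list beside its name. Blue points have an adjusted p under 0.05 and black bars are medians, which lie at 0.57 for the cholesterol list and at −0.02 for the E2F targets.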

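*Crabp1*, which encodes a retinoic acid binding protein, lies on chromosome 9 of GRCm38 from 54764748 to 54773110. In the authors' deposited table it has a mean of 4225 normalized counts and a log2FC of 5.05 (standard error 0.132), and its adjusted p is listed as 0. Group means of 248 normalized counts in WT and 8203 in *Anp32e*-/- MEFs were computed from these values. *Cdkn1c*, which encodes an inhibitor of cyclin-dependent kinases, lies on chromosome 7 from 143458339 to 143461059. The authors' deposited table gives it a log2FC of 3.84 (standard error 0.127, adjusted p = 8.33e-197 from the DESeq2 Wald test), and the computed means were 286 and 4076 normalized counts. Both genes also passed the Wald test of an absolute log2FC over 1.5, with an adjusted p of 1.43e-155 for *Crabp1* and 3.52e-72 for *Cdkn1c*. The median log2FC of all genes was −0.22 on chromosome 9 and −0.08 on chromosome 7, and with these taken out the log2FC was 5.27 for *Crabp1* and 3.92 for *Cdkn1c*.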

Examples of genes where accessibility and nucleosome positioning changes coincided with gene activation include *Crabp1* and *Cdkn1c* (Supplementary Fig. 7d). In sum, these results indicate that ANP32E is a key regulator of developmental gene expression patterns in addition to its role in regulating H2A.Z localization and restricting genome-wide chromatin accessibility.

**Fig. 7:**
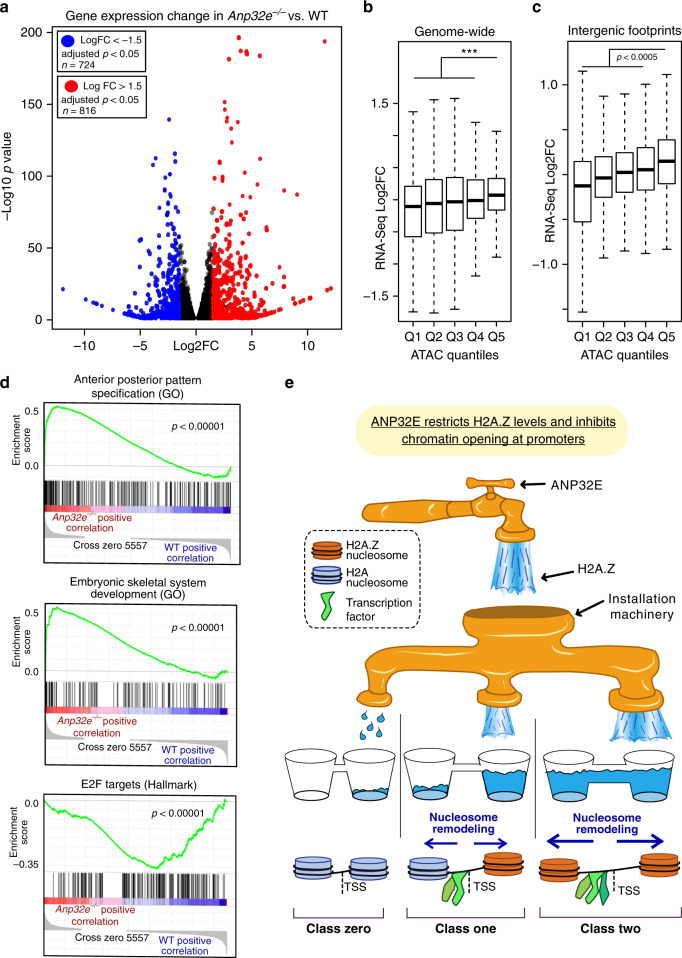
Differential gene expression profiles in *Anp32e*^−/−^ MEFs. **a** Volcano plot of differential gene expression comparing *Anp32e*^−/−^ to WT MEFs. Each point represents the average value of one transcript. Transcripts with significantly increased expression (log2FC > 1.5 and adjusted *p* < 0.05) in *Anp32e*^−/−^ MEFs are shown in red and those with significantly decreased expression (log2FC < −1.5 and adjusted *p* < 0.05) are shown in blue (*p* values from Wald test and adjusted for multiple testing). **b** Boxplots for log2FC of RNA expression at promoter regions (TSS ± 1 kb, *n* = 74,692) compared with *Anp32e*^−/−^ MEFs to WT MEFs. Quantiles are based on fold change in ATAC-Seq enrichment (adjusted *p* values from a two-sided Student’s *t*-test, boxes =  interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, ***p < 0.0001). **c** Boxplots for log2FC of RNA expression at genes (*n* = 74,692) nearest to intergenic TF footprints comparing *Anp32e*^−/−^ MEFs to WT MEFs. Quantiles are based on fold change in ATAC-Seq enrichment. Statistical significance is assessed with a two-sided Student’s *t*-test. (boxes = interquartile ranges, middles = medians, whiskers = 1.5× the interquartile range, adjusted *p* values from a two-sided Student’s *t*-test). **d** Gene set enrichment analysis of *Anp32e*^−/−^ compared to WT MEF RNA expression data revealed several gene sets. Examples are shown (nominal *p* values were generated based on statistical significance of individual gene sets without correction). **e** A model for ANP32E regulating genomic H2A.Z localization and chromatin accessibility dynamics. ANP32E regulates Hi2A.Z abundance, and installation occurs in a targeted hierarchical manner. At locations where targeted installation is high, H2A.Z is installed at the +1 nucleosome position until it reaches maximum occupancy, and then H2A.Z is installed at the −1 nucleosome position. At locations where targeting is moderate, H2A.Z is installed only at the +1 nucleosome position, and where targeting is low, H2A.Z is absent. Where H2A.Z is most abundant, chromatin remodelers readily position nucleosomes flanking the nucleosome-depleted region, TF binding increases, and neighboring gene expression increases.

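Of the transcripts that passed the Wald test of an absolute log2FC over 1.5, computed from the authors' deposited table, 275 were increased and 142 decreased. Among all transcripts called, 210 of the increased ones had a computed WT mean at or under the floor of 3 counts, and 175 of the decreased ones a computed *Anp32e*-/- mean at or under it. Their log2FC has no upper limit that the counts could set. *Trf* and *Wt1*, at the floor in WT MEFs, were at least 252-fold and 200.2-fold higher in *Anp32e*-/- MEFs. They are among the 3 largest increases of autosomal genes by fitted log2FC at a mean of at least 50 normalized counts. Both bounds lie below the 529-fold increase of *Upk1b*, a gene singled out after its value was seen, so their rank by size is not settled. The other, *H2af-ps2*, is a transcribed histone pseudogene on chromosome 13 from 51200084 to 51203066. The authors' deposited table gives it a log2FC of 10.38 (standard error 0.361), with computed means of 16.5 normalized counts in WT and 21970 in *Anp32e*-/- MEFs. The largest decreases of autosomal genes by fitted log2FC, at the same minimum mean, were those of *Rpl39l*, *Barx1* and *Cwh43*, all at the floor in *Anp32e*-/- MEFs. *Rpl39l* was at least 249.6-fold and *Cwh43* at least 38.1-fold lower than in WT MEFs. Of the factors studied with other assays, *H2afz* and *Smarca4* were not called in the authors' deposited table, with a log2FC of 0.19 (adjusted p = 0.0846) and −0.20 (adjusted p = 0.0933), and neither was *Sp1* (0.23, adjusted p = 0.0772). For *Smarca4* and *Sp1* the sign of the log2FC reversed when the median of their chromosome was taken out. *H2afv* (log2FC −0.35, adjusted p = 0.0128), *Nfyb* (0.26, adjusted p = 0.038) and *Foxc2* (−0.93, adjusted p = 1.34e-12) changed by less than 1.5 in the authors' deposited table. With the chromosome medians taken out and the tests recomputed, *H2afz* passed an adjusted p of 0.05 (adjusted p = 0.0437), while *H2afv* (0.267) and *Nfyb* (0.706) no longer did.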

## Discussion

Here we demonstrate that ANP32E restricts genome-wide chromatin accessibility through regulation of H2A.Z accumulation and H2A.Z localization. In mouse fibroblasts lacking ANP32E, we found that heightened chromatin accessibility corresponded with increased H2A.Z (Fig. 2), and with differences in H2A.Z positioning at promoters (Fig. 3). We therefore define H2A.Z as a universal chromatin accessibility factor, and delineate three classes of promoters based on how H2A.Z is localized. Class Zero promoters lack H2A.Z, have poorly positioned nucleosomes, and are largely inaccessible. Class One promoters have H2A.Z at the +1 nucleosome, have moderately positioned nucleosomes, and have intermediate levels of accessibility. Class Two promoters have H2A.Z at both the +1 and −1 nucleosome positions, have well positioned nucleosomes flanking the NDR, and have the highest degree of chromatin accessibility. Consistent with this hierarchical organization strategy, loss of ANP32E caused the greatest increase in short chromatin fragments at promoters where H2A.Z expanded to both TSS flanking positions. These accessibility changes are dependent on H2A.Z levels (Figs. 4 and 5), and correspond with changes in SMARCA4 enrichment (Fig. 6). We also found that heightening of accessibility at TF-binding motifs corresponded with increased gene expression (Fig. 7). Thus, ANP32E abundance determines how genes are organized along the H2A.Z hierarchy. High levels of ANP32E drives promoters down the hierarchy to lower H2A.Z-positioning classes, and low levels of ANP32E allows promoters to rise to higher H2A.Z classes. Taken together, these results indicate that through global regulation of H2A.Z, ANP32E restricts TF-binding genome wide, and in doing so, controls widespread transcription levels (Fig. 7e).

Cognizant of the various reports that H2A.Z has a dual function as an activator and a silencer^4,13,22,53^, at the onset of this study we expected to find two classes of H2A.Z-marked genes, one class where H2A.Z expansion led to gene activation, and another where H2A.Z expansion led to silencing. However, when we assessed H2A.Z enrichment across two mouse embryonic cell types, we found that H2A.Z was frequently present at active genes, and H2A.Z was rarely present at silenced genes. Furthermore, H2A.Z-marked gene promoters that gained more H2A.Z in the absence of ANP32E, and became more accessible, tended to be up-regulated. Based on these results, we speculate that H2A.Z functions primarily as an activator. This view of H2A.Z aligns well with the vast majority of studies focused on H2A.Z transcriptional function, including early *Tetrahymena* studies describing H2A.Z presence in only the transcriptionally active macronucleus^54^, and studies describing H2A.Z as a semi-permissible or “labile” barrier to polymerase during gene activation^10,17,55,56^. To reconcile our findings with descriptions of H2A.Z functioning in gene silencing^3,4,22^, we favor a model where H2A.Z promotes activation in differentiated cells, but contributes to both activation and repression in pluripotent cells, perhaps through unknown cell-type specific mediators. Indeed, we did find evidence that H2A.Z corresponds with the silencing epigenetic mark H3K27me3 in mouse stem cells, suggesting that H2A.Z might function in gene silencing uniquely in stem cells. It will be important for future studies to test this concept and determine whether H2A.Z function may be cell-type or cell-state specific.

Our demonstration that H2A.Z promotes increased TF binding agrees with prior reports describing how H2A.Z functions in OCT4 and FOXA2 recruitment^4,5^. Our results are also consistent with studies describing how H2A.Z depletion leads to decreased nucleosome levels^4^ in mESCs. Several known characteristics of H2A.Z nucleosomes might account for region-specific differences in chromatin accessibility. For example, H2A.Z-containing nucleosomes may be more loosely wrapped than canonical nucleosomes^35^, and this might facilitate increased TF binding. Based on this model, TF binding might occur without the need to displace the underlying nucleosomes, and in this regard, chromatin at the TF-bound regions would harbor more weakly positioned nucleosomes. However, in our study we found that H2A.Z sites surrounding the TSS corresponded with more strongly positioning nucleosomes. Additionally, we found that increased accessibility occurred between, but not directly overlapping with H2A.Z sites. We also found that SMARCA4, the mammalian homolog for RSC, binds at the same locations where accessibility changes occur (over the NDR). Therefore, we favor a model in which H2A.Z-containing nucleosomes are the preferred substrate for nucleosome remodelers, and this preference leads to increased chromatin accessibility. We propose that increased nucleosome remodeling at H2A.Z sites leads to increased nucleosome repositioning, which uncovers TF-binding motifs and promotes increased gene expression. This model is in agreement with studies of chromatin remodelers in yeast and plants, which demonstrate that ISWI^15^, RSC^14^, and BRM^16^ prefer to remodel H2A.Z-containing nucleosomes. Although this mechanism has not yet been demonstrated in animals, SMARCA4 and H2A.Z do physically interact in mESCs^5^. Additionally, increased nucleosome turnover might occur as a function of remodeling, perhaps allowing for better TF binding. In this scenario, H2A.Z installation would increase without increases in total residency, possibly due to H2A.Z saturation. This mechanism might account for why some of the H2A.Z enrichment changes we observed were less dramatic than the observed chromatin accessibility changes. While data from this study indicate that ANP32E inhibits SMARCA4 enrichment, the NucleoATAC methods we used are unable to distinguish between impacts on nucleosome stability and impacts on nucleosome remodeling. Therefore, future biochemical studies are necessary to test whether the activity of mammalian remodelers are indeed influenced by H2A.Z and ANP32E. In addition to the SMARCA4- containing BRG complex, mammals harbor several other nucleosome remodelers within the SWI/SNF and ISWI families^51,57^. Thus, chromatin changes may have occurred though the combined impacts of several remodeling factors. It will be important for future studies to test whether there is functional conservation in nucleosome remodeling at H2A.Z sites and to determine the role of ANP32E in regulation of these additional remodelers.

In the present study, we found that ANP32E loss led to H2A.Z accumulation mostly at the −1 nucleosome position relative to the TSS. While it is possible that this occurred through disruption of targeted H2A.Z eviction, no mechanism for ANP32E targeting has been described. On the contrary, targeted H2A.Z installation is known to occur specifically at the NDRs and at the +1 nucleosome position^11,36,37,58^. Therefore, rather than invoking H2A.Z eviction, we favor a simpler explanation for how H2A.Z accumulated at the −1 position. We propose that H2A.Z installation occurs in a targeted and hierarchical manner (Fig. 7e), whereby H2A.Z is installed primarily at the +1 nucleosome, and at sites where H2A.Z is already present, ancillary H2A.Z is installed at the −1 position. Therefore, at promoters where H2A.Z installation is high, H2A.Z resides at both TSS flanking positions, and at moderately targeted promoters, H2A.Z resides only at the +1 position. Based on this concept, ANP32E might sequester free H2A.Z to partially inhibit installation, leading to H2A.Z enrichment only at the +1 nucleosome, and not the −1 nucleosome position. Loss of ANP32E would therefore allow for more H2A.Z availability, and ancillary H2A.Z installation would occur at the −1 nucleosome at moderately targeted promoters. This model fits well with prior studies reporting higher levels of H2A.Z at the +1 nucleosome position in mammals^19,33,59^, as well as studies in Drosophila and Arabidopsis where homologs of H2A.Z are absent from the −1 nucleosome position^13,60,61^. Notably, we cannot exclude the possibility that ANP32E functions specifically to evict H2A.Z at the −1 nucleosome. Thus, additional studies are necessary to determine how H2A.Z targeting occurs, to identify the factors that direct H2A.Z accumulation preferentially at the +1 and −1 nucleosome positions, and to assess the in vivo ability of ANP32E to evict H2A.Z nucleosomes.

We found that loss of ANP32E in MEFs resulted in dramatic gene expression changes (Fig. 7). Transcription increased at genes where small non-nucleosomal DNA fragments accumulated, and expression decreased where these fragments were lacking. These small non-nucleosomal fragments occurred mostly at promoters where H2A.Z levels increased and nucleosome positioning strengthened (Fig. 3e, f and Supplementary Fig. 6c–e). In addition, we identified protected footprinting sites at motifs for known regulators of differentiation, including SP1 and NF-Y (Fig. 5). Importantly, knockdown of H2A.Z in ANP32E-deficient cells caused reversal in protection for many of these footprints, and rescued the increased accessibility measured at TSS regions (Figs. 4 and 5d). These results indicate that H2A.Z accumulation is an upstream driver of heightened chromatin accessibility, leading to increased TF binding and activation of gene expression. While it is possible that some H2A.Z changes also occurred downstream of transcriptional impacts, we did not find clear evidence supporting this in our study. In GSEA tests, we find that genes involved in developmental differentiation became activated and genes involved in cell cycle progression became silenced when ANP32E was lacking (Supplementary Fig. 7). Furthermore, when we performed independent GO analysis on different classes of H2A.Z-marked promoters, we again identified pathways associated with developmental differentiation for genes where H2A.Z increased (Supplementary Fig. 3d). The remarkable consistency between biological pathways identified for H2A.Z localization changes and transcriptional changes suggests that ANP32E might be a critical regulator of cell-state transition. Our results imply that high levels of ANP32E may help to maintain proliferation and self-renewal, while low levels of ANP32E may permit cellular transitions and differentiation. This concept aligns well with recent studies of ANP32E in breast cancer^62^, where high *ANP32E* expression corresponded with activation of *E2F1*, more efficient G1/S transition, and cellular proliferation. Thus, it will be critical for future studies to investigate how levels of H2A.Z and ANP32E are balanced in a cell-type-specific manner, and how these factors might regulate TF binding, cell cycle progression, and cell-state transitions.

Several reports suggest that the precise regulation of H2A.Z positioning might be critical for preventing cancer. Amplified expression of H2A.Z has been associated with poor prognosis for several cancer types, including glioma, melanoma, and breast cancer^63^. Studies of prostate cancer have found that H2A.Z-positioning flanking de novo NDRs occurs in association with increased oncogene expression^64,65^, and in Madin-Darby Canine Kidney cells, differences in H2A.Z-positioning flanking the TSS have been correlated with epithelial-to-mesenchymal transition^66^. Recent studies have also demonstrated that increased *ANP32E* expression in breast cancer is associated with tumor growth and proliferation^62^, perhaps occurring through the same mechanisms of H2A.Z regulation that we describe here. With consideration of these previously published results, our study suggests that precise control of ANP32E levels and H2A.Z positioning may be critical for preventing carcinogenesis. Thus, it will be important for future studies to investigate the mechanisms described here in the context of human diseases, including cancer.

## Methods

### Cell culture

Primary MEFs were from WT and *Anp32e*^−*/*−^ embryos and graciously donated to us by Dr. Ali Hamiche, at the Institut de Génétique et de Biologie Moléculaire et Cellulaire, Cedex, France. MEFs were cultured in Dulbeccos modified Eagle’s medium (Thermo 11995073) containing 10% fetal bovine serum and antibiotics. All assays were performed in parallel at passage numbers below 8. Approximately 200,000 cells were seeded on 10 cm plates 1 day prior to RNA isolation or ATAC library preparation. Approximately 100,000 cells were collected for CUT&Tag samples.

### H2A.Z siRNA knockdown

*Anp32e*^−/−^ MEFs were transfected using Lipofectamine RNAiMax (Thermo) with siRNAs, either non-targeting pool (Dharmacon D-001810-10-05) or a pool of 4 H2A.Z siRNAs (Dharmacon J-063612-10-0002, J-042994-10-0002, J-063612-09-0002, J-042994-09-0002). In all, 145 pmol siRNA pool was used for each 10 cm plate transfection, and cells were collected 48 h post transfection. H2A.Z (Active Motif 39113) and beta-Actin (Sigma A5441) antibodies were used for western blotting. Original scans of western blots are included as a Supplementary Source File (Supplementary Fig. 8). Cell lysates were from the same siRNA transfections used for western blot and ATAC-seq experiments.

### Genomics methods

Chromatin accessibility was measured using the Assay for Transposase-Accessible Chromatin combined with high-throughput sequencing (ATAC-Seq), and gene expression levels were assessed using high-throughput sequencing of RNA (RNA-Seq). Data were compared with datasets from studies which utilized chromatin immuno-precipitation sequencing (ChIP-Seq), but no new ChIP-Seq datasets were generated from this study. Data from numerous published studies were utilized^22,30,67–69^ (Supplementary Table 1). ATAC-Seq libraries were prepared using the Illumina Nextera DNA Flex Library Prep Kit (cat: 20018704) according to the standard methods. RNA-Seq libraries were prepared using the TruSeq Stranded Total RNA Library Prep Kit (cat: 20020598), according to the standard methods, and total RNA was purified using the Zymo Research Direct-zol RNA Miniprep kit (cat: R2051). Libraries were sequenced in 150 bp paired-end sequencing mode on an Illumina NextSeq550 high-throughput DNA Sequencer. CUT&Tag^48^ libraries were generated using approximately 100,000 cells. Cells were incubated with Convanavalin A-coated magnetic beads (Bang Laboratories, BP531), and then primary antibodies were added to incubate overnight at 4 °C. After incubation, secondary antibodies (incubated at RT for 1 h) and pA-Tn5 adapter complex (incubated at RT for 1 h) were added. Then, tagmentation took place for 1 h, and DNAs were extracted using phenol–chloroform–isoamyl alcohol. Libraries were prepared using NEBNext HiFi 2XPCR Master mix and cleaned up using Ampure XP beads (Beckman Coulter A63880). The following antibodies were used: Thermo PA542860 for ANP32E, Abcam ab110641 for SMARCA4, Santa Cruz sc-17824X for SP1, rabbit anti-mouse IgG antibody, and guinea pig anti-rabbit secondary antibody (antibodies online ABIN101961). CUT&Tag libraries were prepared using NEBNext HiFi 2XPCR Master mix, cleaned up using 1.1 volume Ampure XP beads, and pooled together for paired-end sequencing. Sequencing data deposited at NIH GEO Datasets: GSE145705.

### Bioinformatics analysis

*Alignment, normalization, and peak calling*: For ChIP-seq, CUT&Tag, ATAC-seq, fastq files were aligned to mouse genome (Mm10) using Bowtie2, and then PCR duplicates were removed using Picard. Read count normalization was performed on alignment files to account for sequencing depth differences, and genome browser tracks in bigwig format were generated from merged replicates using deeptools bamCoverage. Peak calling was performed using MACS2 (setting for H2A.Z ChIP: -f BAMPE–SPMR–nomodel -B–broad; for ATAC-seq: -f BAMPE–SPMR–nomodel -B). Mitochondrial peaks and peaks overlapping blacklisted regions were filtered out for downstream analysis. Intersection of peaks were performed using bedtools intersect, with intersecting peaks called as those with any amount of overlap, and venn diagrams of peak numbers were generated using R package eulerr. Scoring differential ATAC-Seq peaks was performed by DiffBind using union ATAC peaks of WT MEFs and *Anp32e*^−/−^ MEFs and triplicates of ATAC-seq with default setting. Conversion between bigwig and bedgraph took place using ucsc-binary-utilities, and data track visualization occurred using IGV.

*Partitioning of promoters based on H2A.Z change*: Normalized wild type and *Anp32e*^−*/*−^ H2A.Z ChIP-seq bigwig file were used to generate average scores over 500 bp window flanking both sides of TSS using deeptools. Then log2FC of H2A.Z was calculated using H2A.Z average scores for both sides of TSS. Promoters with increased H2A.Z at −1 nucleosome are defined as log2FC values in top 25% at −1 nucleosome and bottom 75% at +1 nucleosome. Promoters with increased H2A.Z at +1 nucleosome are defined as log2FC values in top 25% at +1 nucleosome and bottom 75% at −1 nucleosome.

*H2A.Z hierarchical positioning*: Within deeptools, normalized wild-type H2A.Z ChIP-seq bigwig files were used to generate average scores from −600 to −100 bp (−1 nucleosome side) and 100–600 bp (+1 nucleosome side) windows around TSS regions. The top 25% all H2A.Z average scores on both sides of TSSs were then used as the threshold value to partition promoters into different H2A.Z hierarchy categories (“Class Zero”, “Class One”, and “Class Two”) in R. For example, when average H2A.Z enrichment was scored in the top 25% on both sides of the TSS, this was classified as “Class Two” having H2A.Z at both −1 and +1 nucleosome position. To compare difference of H2A.Z hierarchical positioning between WT and *Anp32e*^−*/*−^ MEFs, threshold values established in WT were used. To compare mESCs with MEFs, threshold values established from mESC data were used. Partitioning of promoters occurred in R.

*TF footprinting and nucleosome positioning*: To identify TFs with differential footprints, narrowPeak files of wild type and *Anp32e*^−/−^ ATAC-seq and duplicates-removed bam files were used as input files for Rgt-Hint-ATAC (–atac-seq–paired-end–organism=mm10). Nucleosome positioning profiles were generated using duplicates-removed merged ATAC-seq bam files around promoter regions (TSS ± 1 kb) with default setting of nucleoATAC. Genome browser tracks were generated converting nucleoatac_signal.smooth.bedgraph to bigwig format using bedGraphToBigWig.

*Differential gene expression of RNA-seq data*: RNA-sequencing fastq files were aligned to mouse genome (Mm10) using RNA-STAR. Read count normalization was performed on alignment files to account for sequencing depth differences, and genome browser tracks in bigwig format were generated using deeptools bamCoverage. A heatmap of spearman correlation using normalized reads across samples was generated using deeptools multibigwigsummary and R package pheatmap. Differential gene expression analysis was performed using Subread featureCounts and DESeq2 with default setting. 

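The authors' deposited table still lists these chromosomes, with 1185 X and 7 Y transcripts that have an adjusted p-value. With them kept, 1620 transcripts passed an absolute log2FC of 1.5 and an adjusted p of 0.05. With 1 transcript per gene, 20 X-linked genes were increased and 22 decreased, and 4 Y-linked genes were increased. The Y-linked genes were *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, all at the floor in WT MEFs. Computed means in *Anp32e*-/- MEFs were 1103, 663, 917 and 674 normalized counts. *Xist*, which is transcribed from the inactive X chromosome, was at the floor in *Anp32e*-/- MEFs and had a computed mean of 5111 normalized counts in WT MEFs, at least 1704-fold higher.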

Genes on X and Y chromosomes were excluded. 

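At an absolute log2FC over 0.5 and an adjusted p under 0.05, the authors' deposited table holds 2734 autosomal transcripts with increased and 2679 with decreased expression. With 1 transcript per gene, 2811 genes passed. A Wald test of an absolute log2FC over 0.5, computed from the same log2FC and standard errors, left 1918 transcripts. With the median log2FC of each chromosome taken out and the tests recomputed, 4386 transcripts passed, of which 46.5% were increased.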

Differentially increased genes were defined as log2FC > 0.5 and adjusted *p* < 0.05, and differentially decreased genes were defined as log2FC < −0.5 and adjusted *p* < 0.05.

*GSEA and GO*: GSEA of gene expression between WT and *Anp32e*^−*/*−^ MEFs was performed on reads count table generated by featureCounts using default setting of GSEA (broad institute). GO analysis of differentially increased and decreased genes was performed using PANTHER. GO of TSS from different H2A.Z hierarchical positioning was performed using GREAT^70^ with user input background datasets.

*Plotting*: Heatmaps and average aggregate plots were generated using deeptools plotHeatmap and plotProfile. All plots of promoters were oriented with the direction of gene transcription going from left to right. Heatmaps of spearman correlation values were generated using R pheatmap, and boxplots and volcano plots were generated using standard R. Fonts and labels were adjusted with Affinity Designer.

### Statistical methods

Comparisons between different groups in boxplots were performed using pairwise Wilcoxon rank-sum test and two-sided Student’s *t*-tests, with *p* values adjusted using the “Hochberg” method. 

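At an adjusted p under 0.01 and without a threshold on log2FC, the authors' deposited table holds 4161 autosomal transcripts with increased and 3465 with decreased expression. With 1 transcript per gene, 3850 genes passed. When all transcripts with at least 1 read were adjusted together, 7517 transcripts passed, and 5476 passed when the median log2FC of each chromosome was taken out.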

Default statistical thresholds (adjusted *p* < 0.01) were applied as part of DESeq2 to identify differentially expressed genes in RNA-Seq analysis, unless otherwise stated. For correlational analysis, a Spearman correlation test was applied on complete datasets—regions where data were missing were excluded and *R*-values are indicated where applicable. GO analysis and GSEA were performed under default settings and adjusted *p* values or FDR values are indicated in the plot. Hypergeometric test was applied to compare overlapping H2A.Z peaks and ATAC peaks, and *p* values are indicated in the plot.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. High-throughput sequencing data that support the findings of this study are available through the NIH GEO Database using the accession number GSE145705.

## References

[1] Ong C-T, Corces VG (2011). Enhancer function: new insights into the regulation of tissue-specific gene expression. Nat. Rev. Genet..

[2] Brunelle M (2015). The histone variant H2A.Z is an important regulator of enhancer activity. Nucleic Acids Res..

[3] Creyghton MP (2008). H2AZ is enriched at polycomb complex target genes in ES cells and is necessary for lineage commitment. Cell.

[4] Hu G (2013). H2A.Z facilitates access of active and repressive complexes to chromatin in embryonic stem cell self-renewal and differentiation. Cell Stem Cell.

[5] Li Z (2012). Foxa2 and H2A.Z mediate nucleosome depletion during embryonic stem cell differentiation. Cell.

[6] Klemm SL, Shipony Z, Greenleaf WJ (2019). Chromatin accessibility and the regulatory epigenome. Nat. Rev. Genet..

[7] Thurman RE (2012). The accessible chromatin landscape of the human genome. Nature.

[8] Donaghey J (2018). Genetic determinants and epigenetic effects of pioneer-factor occupancy. Nat. Genet..

[9] Zaret KS, Mango SE (2016). Pioneer transcription factors, chromatin dynamics, and cell fate control. Curr. Opin. Genet. Dev..

[10] Jin C, Felsenfeld G (2007). Nucleosome stability mediated by histone variants H3.3 and H2A.Z. Genes Dev..

[11] Jin C (2009). H3.3/H2A.Z double variant-containing nucleosomes mark ‘nucleosome-free regions’ of active promoters and other regulatory regions. Nat. Genet..

[12] Ramachandran S, Ahmad K, Henikoff S (2017). Transcription and remodeling produce asymmetrically unwrapped nucleosomal intermediates. Mol. Cell.

[13] Weber CM, Henikoff S (2014). Histone variants: dynamic punctuation in transcription. Genes Dev..

[14] Cakiroglu A (2019). Genome-wide reconstitution of chromatin transactions reveals that RSC preferentially disrupts H2A.Z-containing nucleosomes. Genome Res..

[15] Goldman JA, Garlick JD, Kingston RE (2010). Chromatin remodeling by Imitation Switch (ISWI) class ATP-dependent remodelers is stimulated by histone variant H2A.Z. J. Biol. Chem..

[16] Torres ES, Deal RB (2019). The histone variant H2A.Z and chromatin remodeler BRAHMA act coordinately and antagonistically to regulate transcription and nucleosome dynamics in Arabidopsis plant. J. Cell Mol. Biol..

[17] Weber CM, Ramachandran S, Henikoff S (2014). Nucleosomes are context-specific, H2A.Z-modulated barriers to RNA polymerase. Mol. Cell.

[18] Ku M (2012). H2A.Z landscapes and dual modifications in pluripotent and multipotent stem cells underlie complex genome regulatory functions. Genome Biol..

[19] Subramanian V (2013). H2A.Z acidic patch couples chromatin dynamics to regulation of gene expression programs during ESC differentiation. PLoS Genet.

[20] Sutcliffe EL (2009). Dynamic histone variant exchange accompanies gene induction in T cells. Mol. Cell. Biol..

[21] Weber CM, Henikoff JG, Henikoff S (2010). H2A.Z nucleosomes enriched over active genes are homotypic. Nat. Struct. Mol. Biol..

[22] Hsu C-C (2018). Gas41 links histone acetylation to H2A.Z deposition and maintenance of embryonic stem cell identity. Cell Discov..

[23] Bernstein BE (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem. Cells Cell.

[24] Brahma S (2017). INO80 exchanges H2A.Z for H2A by translocating on DNA proximal to histone dimers. Nat. Commun..

[25] Choi J, Heo K, An W (2009). Cooperative action of TIP48 and TIP49 in H2A.Z exchange catalyzed by acetylation of nucleosomal H2A. Nucleic Acids Res..

[26] Kobor MS (2004). A protein complex containing the conserved Swi2/Snf2-related ATPase Swr1p deposits histone variant H2A.Z into euchromatin. PLoS Biol..

[27] Krogan NJ (2003). A Snf2 family ATPase complex required for recruitment of the histone H2A variant Htz1. Mol. Cell.

[28] Papamichos-Chronakis M, Watanabe S, Rando OJ, Peterson CL (2011). Global regulation of H2A.Z localization by the INO80 chromatin-remodeling enzyme is essential for genome integrity. Cell.

[29] Ruhl DD (2006). Purification of a human SRCAP complex that remodels chromatin by incorporating the histone variant H2A.Z into nucleosomes. Biochemistry.

[30] Obri A (2014). ANP32E is a histone chaperone that removes H2A.Z from chromatin. Nature.

[31] Murphy PJ, Wu SF, James CR, Wike CL, Cairns BR (2018). Placeholder nucleosomes underlie germline-to-embryo DNA methylation reprogramming. Cell.

[32] Reilly PT (2010). Generation and characterization of the Anp32e-deficient mouse. PLoS ONE.

[33] Mao Z (2014). Anp32e, a higher eukaryotic histone chaperone directs preferential recognition for H2A.Z. Cell Res..

[34] Barski A (2007). High-resolution profiling of histone methylations in the human genome. Cell.

[35] Talbert PB, Henikoff S (2010). Histone variants—ancient wrap artists of the epigenome. Nat. Rev. Mol. Cell Biol..

[36] Yen K, Vinayachandran V, Pugh BF (2013). SWR-C and INO80 chromatin remodelers recognize nucleosome-free regions near +1 nucleosomes. Cell.

[37] Ranjan A (2013). Nucleosome-free region dominates histone acetylation in targeting SWR1 to promoters for H2A.Z replacement. Cell.

[38] Sun L, Pierrakeas L, Li T, Luk E (2020). Thermosensitive nucleosome editing reveals the role of DNA sequence in targeted histone variant deposition. Cell Rep..

[39] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[40] Li Z (2019). Identification of transcription factor binding sites using ATAC-seq. Genome Biol..

[41] Gusmao EG, Allhoff M, Zenke M, Costa IG (2016). Analysis of computational footprinting methods for DNase sequencing experiments. Nat. Methods.

[42] Cavanaugh E, DiMario JX (2017). Sp3 controls fibroblast growth factor receptor 4 gene activity during myogenic differentiation. Gene.

[43] Gilmour J (2019). Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors. Epigenet. Chromatin.

[44] Maity SN (2017). NF-Y (CBF) regulation in specific cell types and mouse models. Biochim. Biophys. Acta BBA Gene Regul. Mech..

[45] Parakati R, DiMario JX (2002). Sp1- and Sp3-mediated transcriptional regulation of the fibroblast growth factor receptor 1 gene in chicken skeletal muscle cells. J. Biol. Chem..

[46] Roder K, Wolf SS, Larkin KJ, Schweizer M (1999). Interaction between the two ubiquitously expressed transcription factors NF-Y and Sp1. Gene.

[47] Yamada K, Tanaka T, Miyamoto K, Noguchi T (2000). Sp family members and nuclear factor-Y cooperatively stimulate transcription from the rat pyruvate kinase M gene distal promoter region via their direct interactions. J. Biol. Chem..

[48] Kaya-Okur HS (2019). CUT&Tag for efficient epigenomic profiling of small samples and single cells. Nat. Commun..

[49] Nie Z (2000). A specificity and targeting subunit of a human SWI/SNF family-related chromatin-remodeling complex. Mol. Cell. Biol..

[50] Vierbuchen T (2017). AP-1 transcription factors and the BAF complex mediate signal-dependent enhancer selection. Mol. Cell.

[51] Kadoch C, Crabtree GR (2015). Mammalian SWI/SNF chromatin remodeling complexes and cancer: mechanistic insights gained from human genomics. Sci. Adv..

[52] Schep AN (2015). Structured nucleosome fingerprints enable high-resolution mapping of chromatin architecture within regulatory regions. Genome Res..

[53] Subramanian, V., Fields, P. A. & Boyer, L. A. H2A.Z: a molecular rheostat for transcriptional control. *F1000Prime Rep*. **7**, 01 (2015).10.12703/P7-01PMC431127825705384

[54] Allis CD, Chicoine LG, Richman R, Schulman IG (1985). Deposition-related histone acetylation in micronuclei of conjugating tetrahymena. Proc. Natl Acad. Sci. USA.

[55] Adam M, Robert F, Larochelle M, Gaudreau L (2001). H2A.Z is required for global chromatin integrity and for recruitment of RNA polymerase II under specific conditions. Mol. Cell. Biol..

[56] Hardy S (2009). The euchromatic and heterochromatic landscapes are shaped by antagonizing effects of transcription on H2A.Z deposition. PLoS Genet.

[57] Wilson BG (2014). Residual complexes containing SMARCA2 (BRM) underlie the oncogenic drive of SMARCA4 (BRG1) mutation. Mol. Cell. Biol..

[58] Bagchi DN, Battenhouse AM, Park D, Iyer VR (2020). The histone variant H2A.Z in yeast is almost exclusively incorporated into the +1 nucleosome in the direction of transcription. Nucleic Acids Res.

[59] Rege M (2015). Chromatin dynamics and the RNA exosome function in concert to regulate transcriptional homeostasis. Cell Rep..

[60] Mavrich TN (2008). Nucleosome organization in the Drosophila genome. Nature.

[61] Zilberman D, Coleman-Derr D, Ballinger T, Henikoff S (2008). Histone H2A.Z and DNA methylation are mutually antagonistic chromatin marks. Nature.

[62] Xiong Z (2018). ANP32E induces tumorigenesis of triple-negative breast cancer cells by upregulating E2F1. Mol. Oncol..

[63] Vardabasso C (2014). Histone variants: emerging players in cancer biology. Cell. Mol. Life Sci..

[64] Valdés-Mora F (2012). Acetylation of H2A.Z is a key epigenetic modification associated with gene deregulation and epigenetic remodeling in cancer. Genome Res.

[65] Valdés-Mora F (2017). Acetylated histone variant H2A.Z is involved in the activation of neo-enhancers in prostate cancer. Nat. Commun..

[66] Domaschenz R, Kurscheid S, Nekrasov M, Han S, Tremethick DJ (2017). The histone variant H2A.Z is a master regulator of the epithelial-mesenchymal transition. Cell Rep..

[67] ENCODE Project Consortium. (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[68] Juric I (2019). MAPS: model-based analysis of long-range chromatin interactions from PLAC-seq and HiChIP experiments. PLoS Comput. Biol..

[69] Xie W (2017). RNF40 regulates gene expression in an epigenetic context-dependent manner. Genome Biol..

[70] McLean CY (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol..

# Supplementary material for: Genome-wide chromatin accessibility is restricted by ANP32E
**Source:** Nat Commun. 2020 Oct 8;11:5063. doi: 10.1038/s41467-020-18821-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figure 1

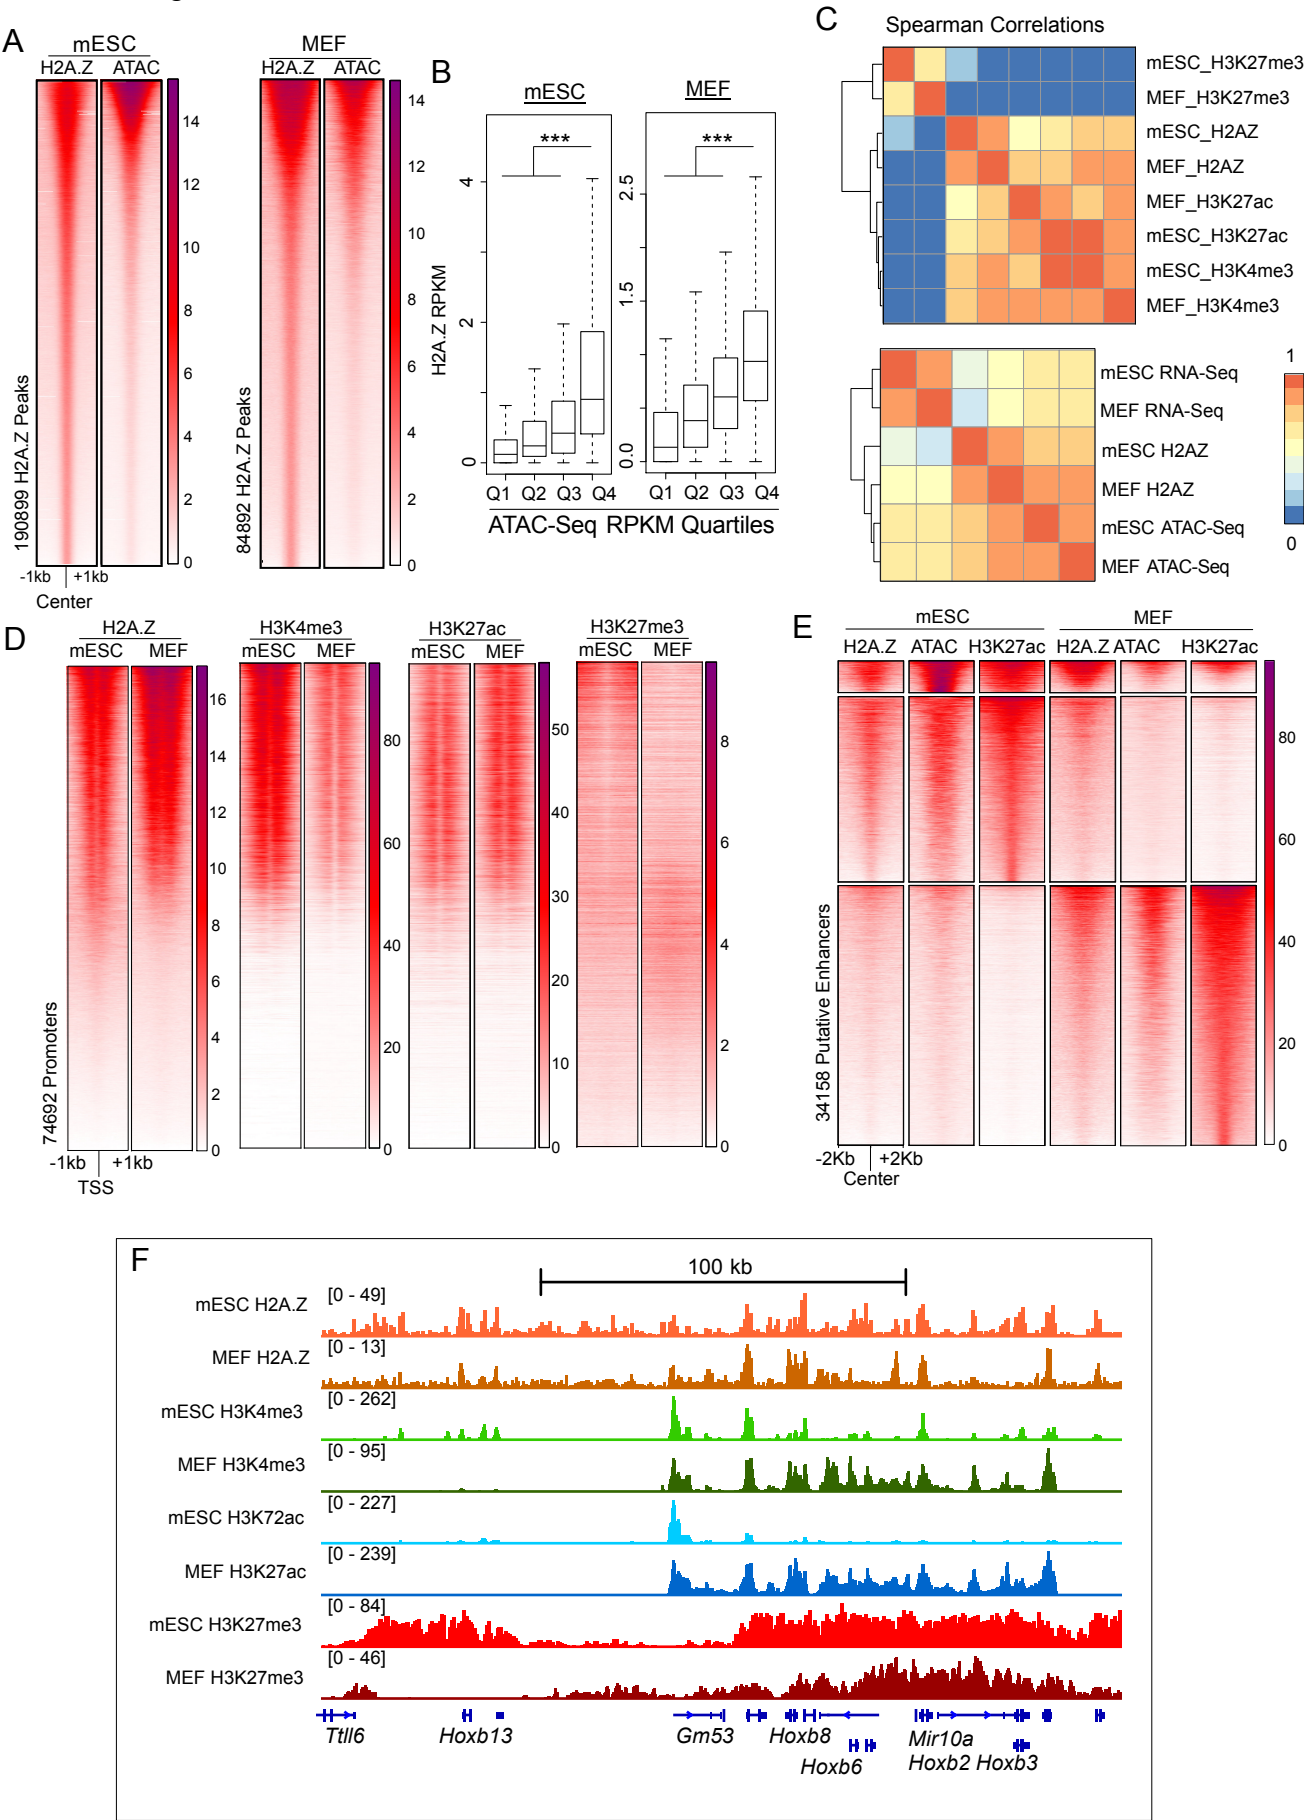

Supplemental Figure 1. Association of H2A.Z and chromatin accessibility.

(A) Heatmaps of normalized H2A.Z enrichment and chromatin accessibility signals at H2A.Z peaks showing strong correlation of H2A.Z and chromatin accessibility. H2A.Z peak regions (peak center  $\pm$  1kb) are used to generate heatmaps.

(B) Boxplots of H2A.Z enrichment RPKM values for chromatin accessibility quartiles showing that most accessible regions have higher H2A.Z levels. Randomly sampled regions (300bp, n=50,000) are used for plotting. (boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, adjusted p-values from pairwise two-sided Wilcoxon rank sum test, and \*\*\* indicates  $p < 0.0001$ )

(C) Clustering of pairwise Spearman correlation values of several histone modifications and H2A.Z enrichment (top), as well as RNA, chromatin accessibility (ATAC) and H2A.Z enrichment (bottom) for mESCs and MEFs, displayed as heatmaps.

(D) Heatmaps comparing enrichment signals of H2A.Z, H3K4me3, H3K27ac and H3K27me3 at promoter regions (TSSs  $\pm$  1kb) in mESCs and MEFs. All heatmaps were generated using the same ordered regions ranked by decreasing H2A.Z levels in mESCs and MEFs.

(E) K-means clustering of heatmaps showing that H2A.Z correlates with chromatin accessibility at putative enhancers. Putative enhancers are defined as a union of H3K27ac-occupied regions more than 2kb away from promoters in mESCs and MEFs.

(F) Genome browser snapshots of the *Hoxb* locus showing H2A.Z enrichment and various epigenetic marks.

Supplemental Figure 2

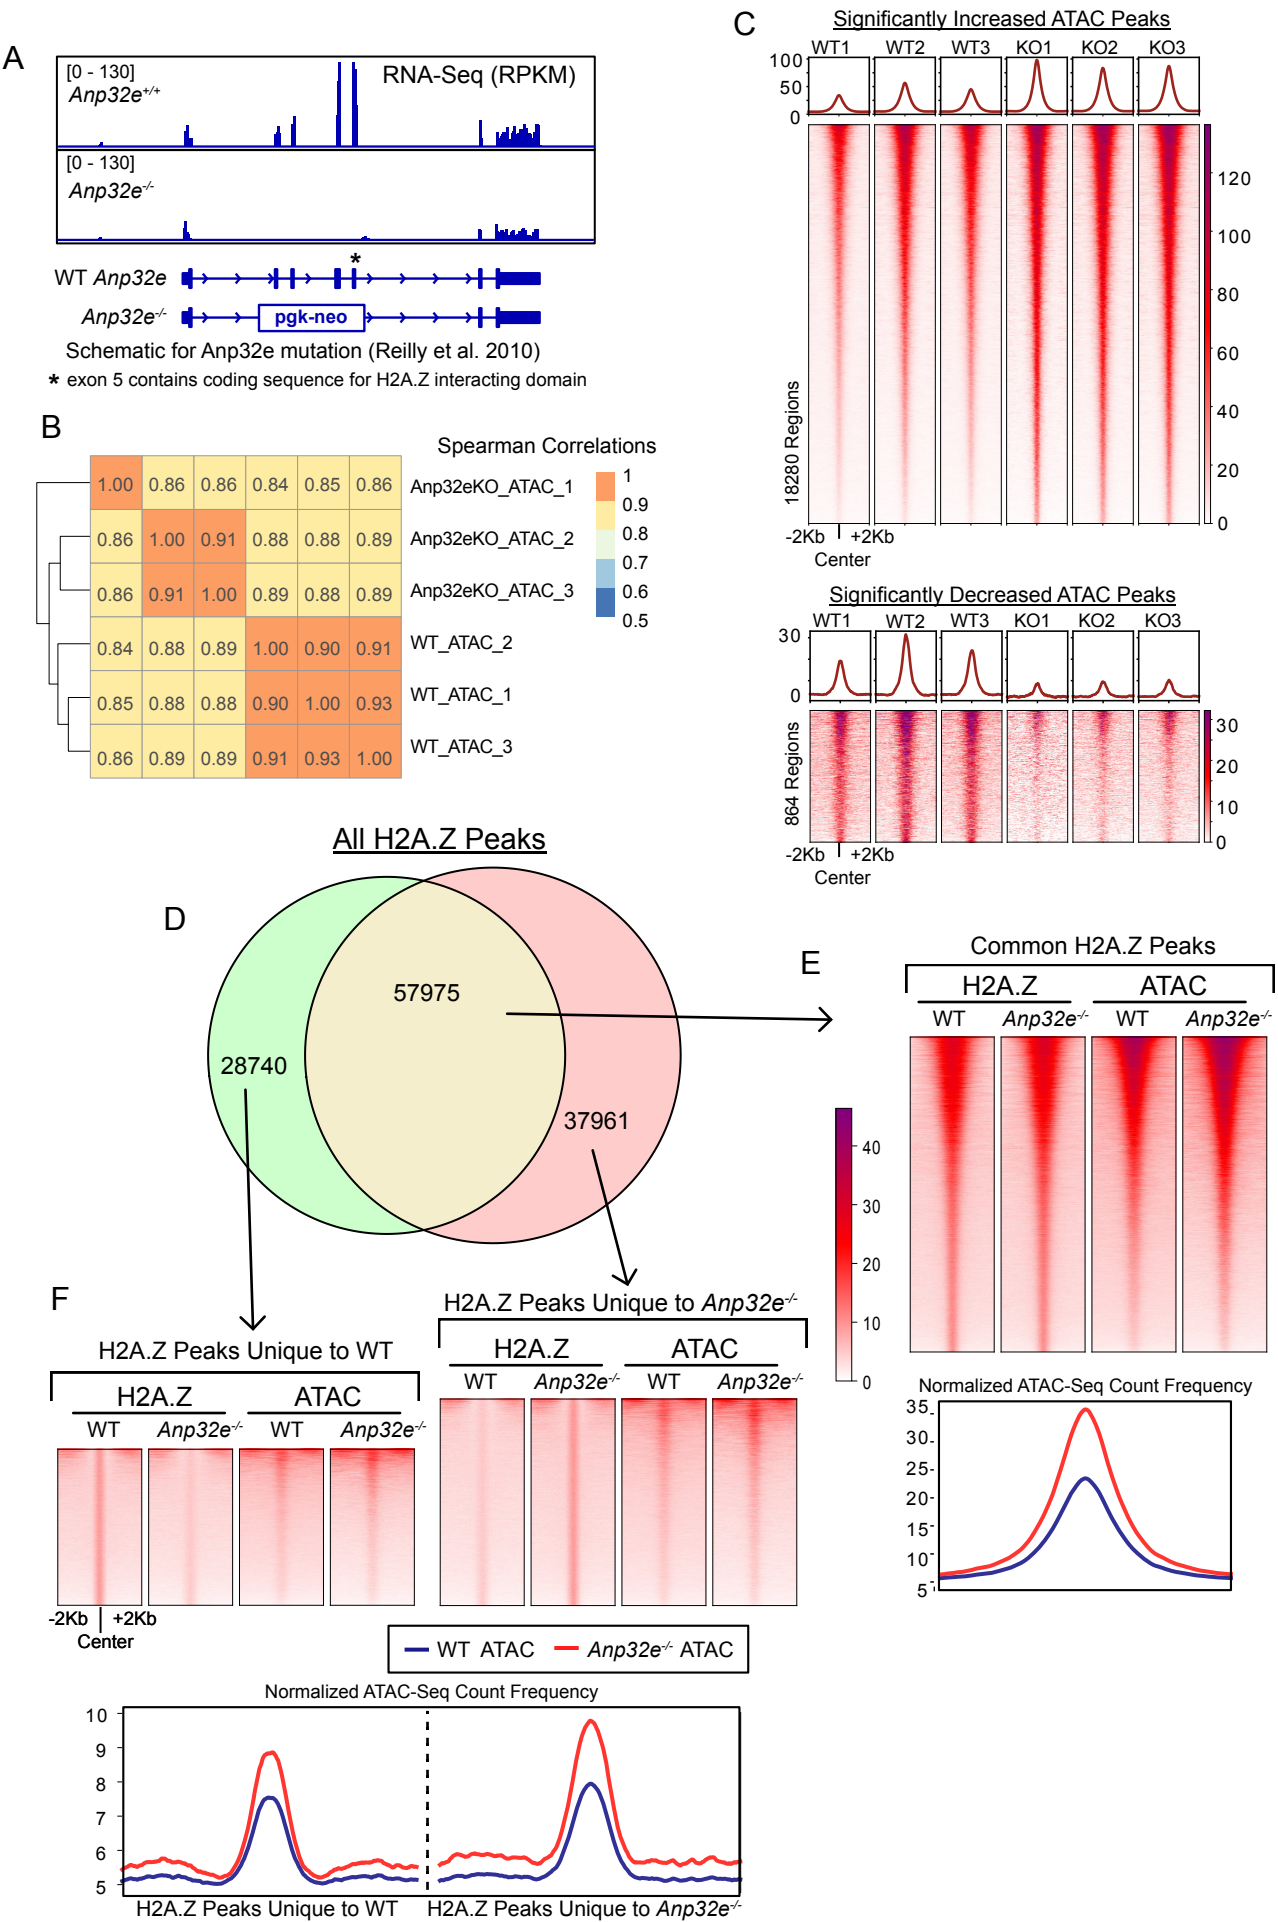

Supplemental Figure 2. Loss of ANP32E impacts chromatin patterns.

- (A) Genome browser snapshot of RNA-seq signals at *Anp32e* locus confirms deletion of *Anp32e* coding sequence in the *Anp32e*<sup>-/-</sup> MEFs.
- (B) A heatmap presentation of pairwise Spearman correlation values showing high correlation among chromatin accessibility replicates.
- (C) Heatmaps of ATAC-seq replicates at differentially increased ATAC peaks (log2FC > 0.5 & adjusted p-value < 0.05, n=18,280) and differentially decreased ATAC peaks (log2FC < -0.5 & adjusted p-value < 0.05, n=864). Differential peaks were identified by DiffBind.
- (D) Venn diagram showing overlap of WT and *Anp32e*<sup>-/-</sup> MEFs H2A.Z enrichment peaks. Numbers of H2A.Z peaks are shown in the plot.
- (E) Heatmaps of H2A.Z enrichment and chromatin accessibility (top), and aggregate plots of chromatin accessibility (bottom) show increased chromatin accessibility in *Anp32e*<sup>-/-</sup> compared to WT MEFs at H2A.Z peaks common to WT and *Anp32e*<sup>-/-</sup> conditions (n=57,975).
- (F) Heatmaps of H2A.Z enrichment and chromatin accessibility (top), and aggregate plots of chromatin accessibility (bottom) show increased chromatin accessibility in *Anp32e*<sup>-/-</sup> compared to WT MEFs at H2A.Z peaks unique to WT (n=28,740, left) and unique to *Anp32e*<sup>-/-</sup> (n=37,961, right).

Supplemental Figure 3

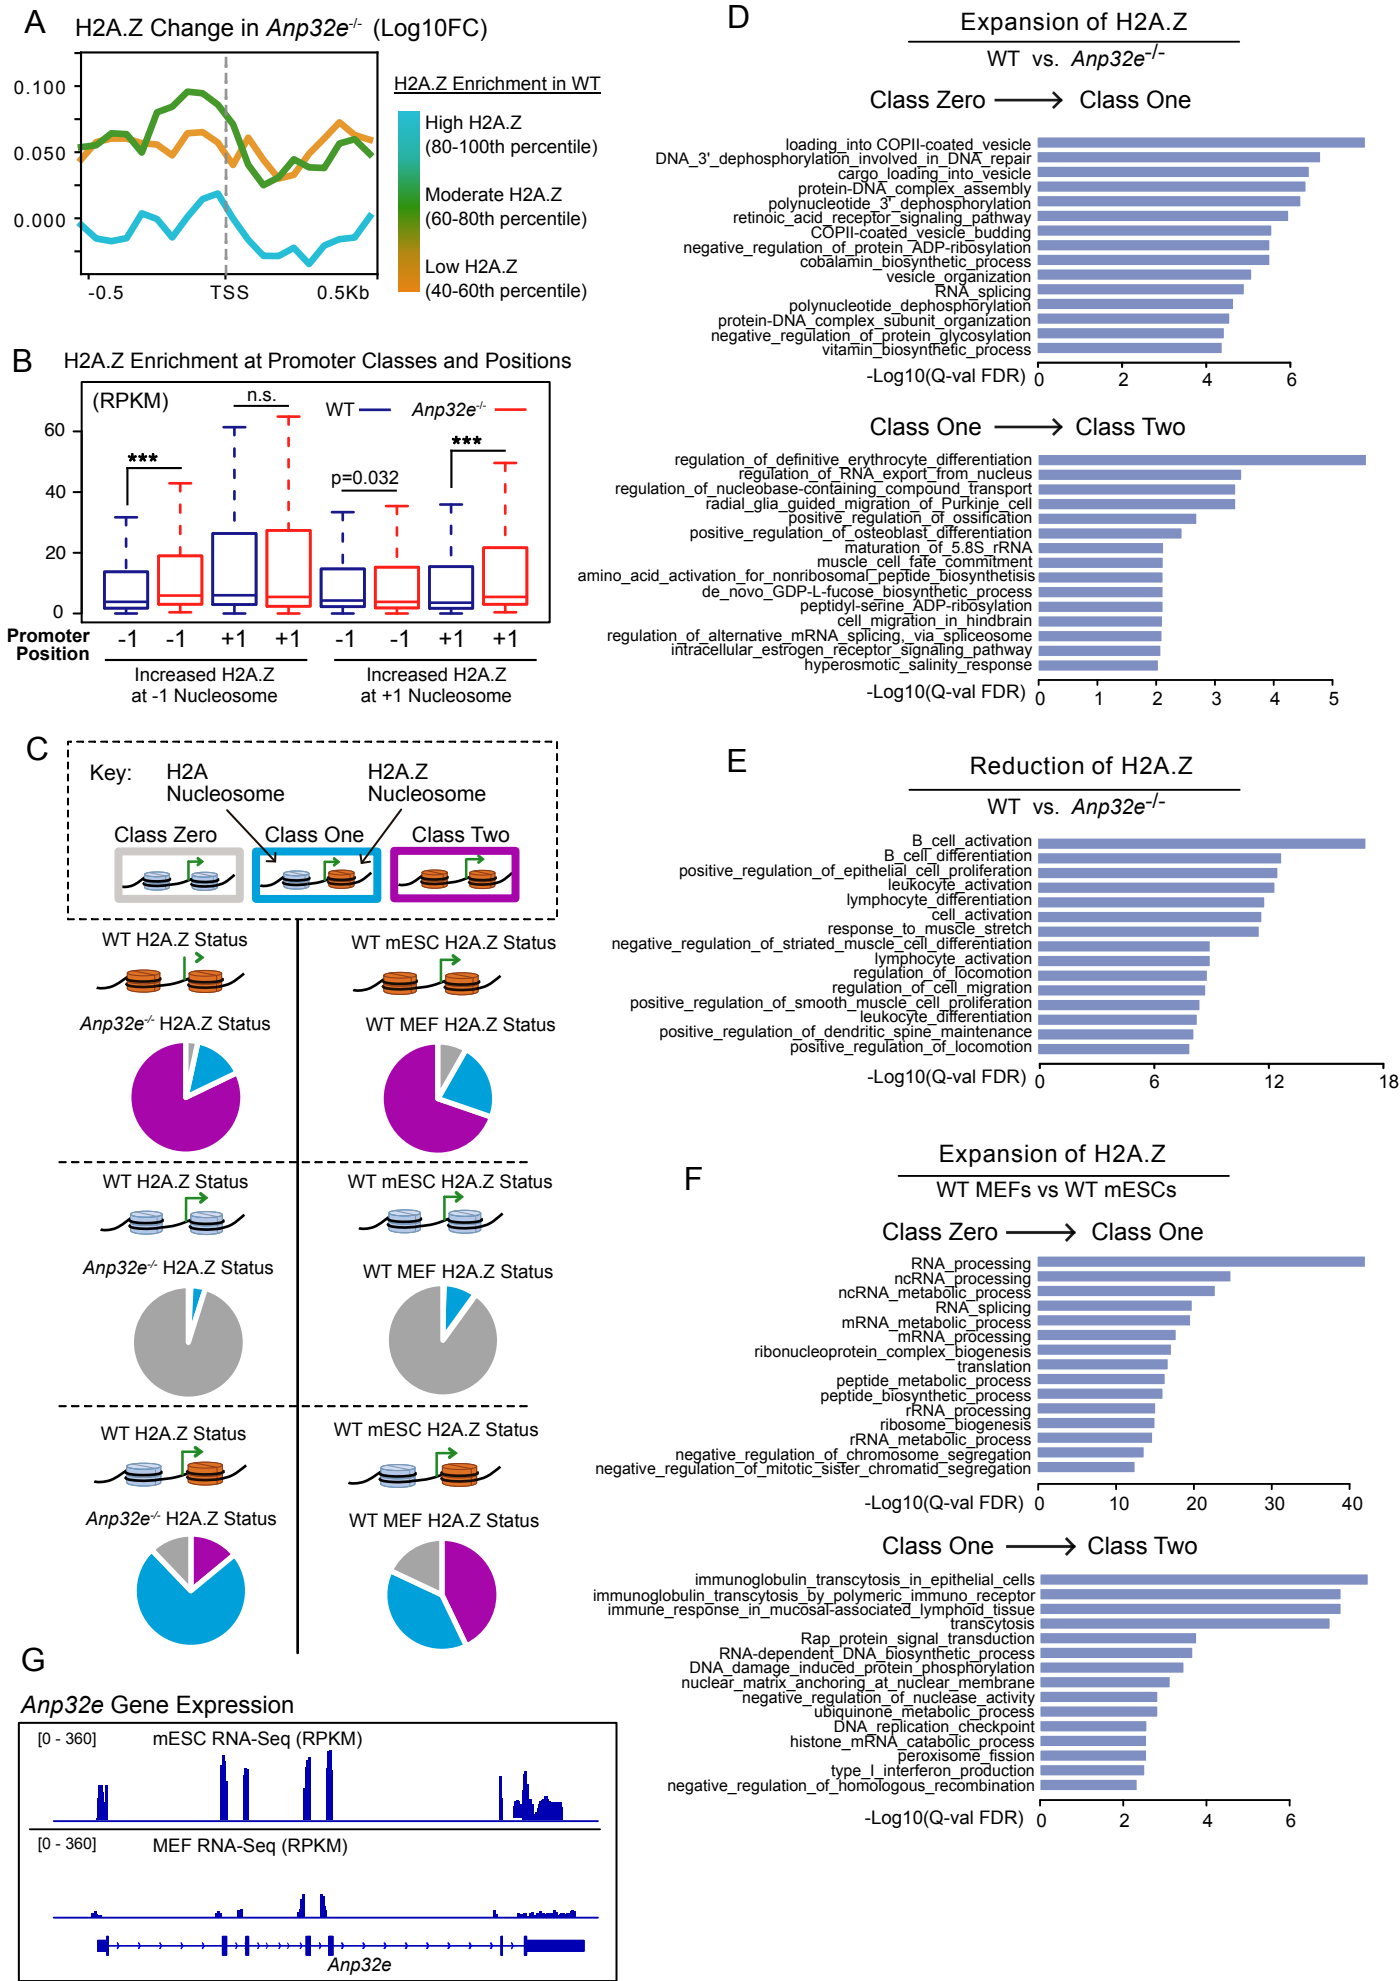

Supplemental Figure 3. Positional hierarchy defines H2A.Z patterns at promoters.

(A) Aggregate profile plot of log<sub>10</sub>FC H2A.Z level in *Anp32e*<sup>-/-</sup> MEFs at selected percentile of promoters. Percentile of all promoters are ranked by H2A.Z level in WT MEFs. The dotted line indicates location of TSSs.

(B) Boxplot of H2A.Z enrichment in WT MEFs to *Anp32e*<sup>-/-</sup> MEFs at promoters where H2A.Z increases at -1 nucleosome in *Anp32e*<sup>-/-</sup> MEFs, and promoters where H2A.Z increases at +1 nucleosome in *Anp32e*<sup>-/-</sup> MEFs. (n=74,692 total promoters, adjusted p-values from a two-sided Student's t-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, \*\*\* indicates p<0.0001)

(C) Changes of H2A.Z status comparing WT MEFs to *Anp32e*<sup>-/-</sup> MEFs (left) or WT mESCs (right). Initial H2A.Z positioning status (either in WT MEF or WT mESCs) is indicated by the nucleosome cartoon depicted within each panel, and how H2A.Z positioning changed is indicated by the accompanying pie charts. Color key is included such that Class Zero promoters are grey, Class One promoters are blue, and Class Two promoters are purple.

(D) Enriched gene ontology terms for promoter where H2A.Z expands from WT MEFs to *Anp32e*<sup>-/-</sup> MEFs (Class Zero to Class One, and Class One to Class Two). Classes are depicted in Figure S3C, and the adjusted p-value for gene ontology terms are indicated.

(E) Enriched gene ontology terms as in panel D for promoter where H2A.Z is reduced from WT MEFs to *Anp32e*<sup>-/-</sup> MEFs.

(F) Enriched gene ontology terms as in panel D for promoter where H2A.Z expands from WT mESCs to WT MEFs *Anp32e*<sup>-/-</sup> MEFs.

(G) A genome browser snapshot of normalized RNA expression at the *Anp32e* locus showing higher *Anp32e* expression level in mESCs compared to MEFs.

Supplemental Figure 4

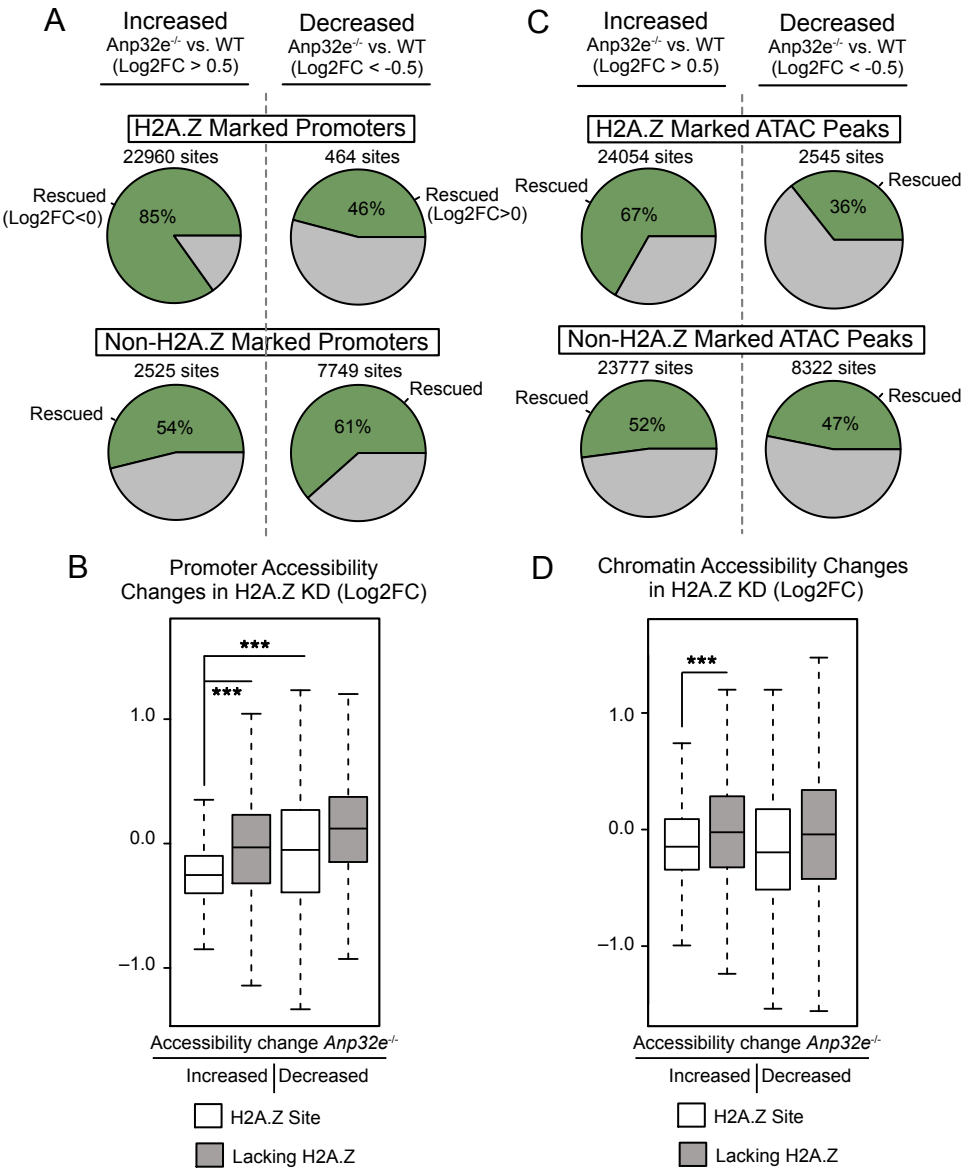

Supplemental Figure 4. Impacts of ANP32E loss are dependent on H2A.Z.

(A) Pie charts of changes in chromatin accessibility at H2A.Z marked promoter regions (TSS  $\pm$  1kb, top panel) and non-H2A.Z marked promoter regions (TSS  $\pm$  1kb, bottom panel) after H2A.Z knockdown. Increased and decreased promoters are defined based on 0.5 log<sub>2</sub>FC of *Anp32e*<sup>-/-</sup> ATAC-Seq versus WT ATAC-Seq, and “Rescued” is defined any change that occurred in an opposite direction in *Anp32e*<sup>-/-</sup> H2A.Z siRNA versus non-targeting control siRNA ATAC-Seq. The number of promoters represented by the pie chart, and the rescue percentage are labelled in each pie chart.

(B) Boxplot of log<sub>2</sub>FC of *Anp32e*<sup>-/-</sup> H2A.Z siRNA versus non-targeting control siRNA ATAC-Seq at promoter regions. H2A.Z marked promoters are represented in unfilled boxes, and non-H2A.Z marked promoters are represented in filled boxes. (n=74,692 total promoters, adjusted p-values from a two-sided Student's t-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, \*\*\* indicates p<0.0001)

(C) Pie charts of changes of chromatin accessibility at H2A.Z marked ATAC peaks (top panel) and non-H2A.Z marked ATAC peaks (bottom panel) after H2A.Z knockdown. Increased and Decreased promoters are defined based on 0.5 log<sub>2</sub>FC of *Anp32e*<sup>-/-</sup> ATAC-Seq versus WT ATAC-Seq, and rescued are defined based on 0 log<sub>2</sub>FC of *Anp32e*<sup>-/-</sup> H2A.Z siRNA versus NT control siRNA ATAC-Seq. The number of promoters represented by the pie chart, and the percentage of rescue are labelled in each pie chart.

(D) Boxplot of log<sub>2</sub>FC of *Anp32e*<sup>-/-</sup> H2A.Z siRNA versus non-targeting control siRNA ATAC-Seq at ATAC peaks. H2A.Z marked ATAC peaks are represented in unfilled boxes, and non-H2A.Z marked ATAC peaks are represented in filled boxes. (n=102,911 ATAC peaks, adjusted p-values from a two-sided Student's t-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, \*\*\* indicates p<0.0001)

Supplemental Figure 5

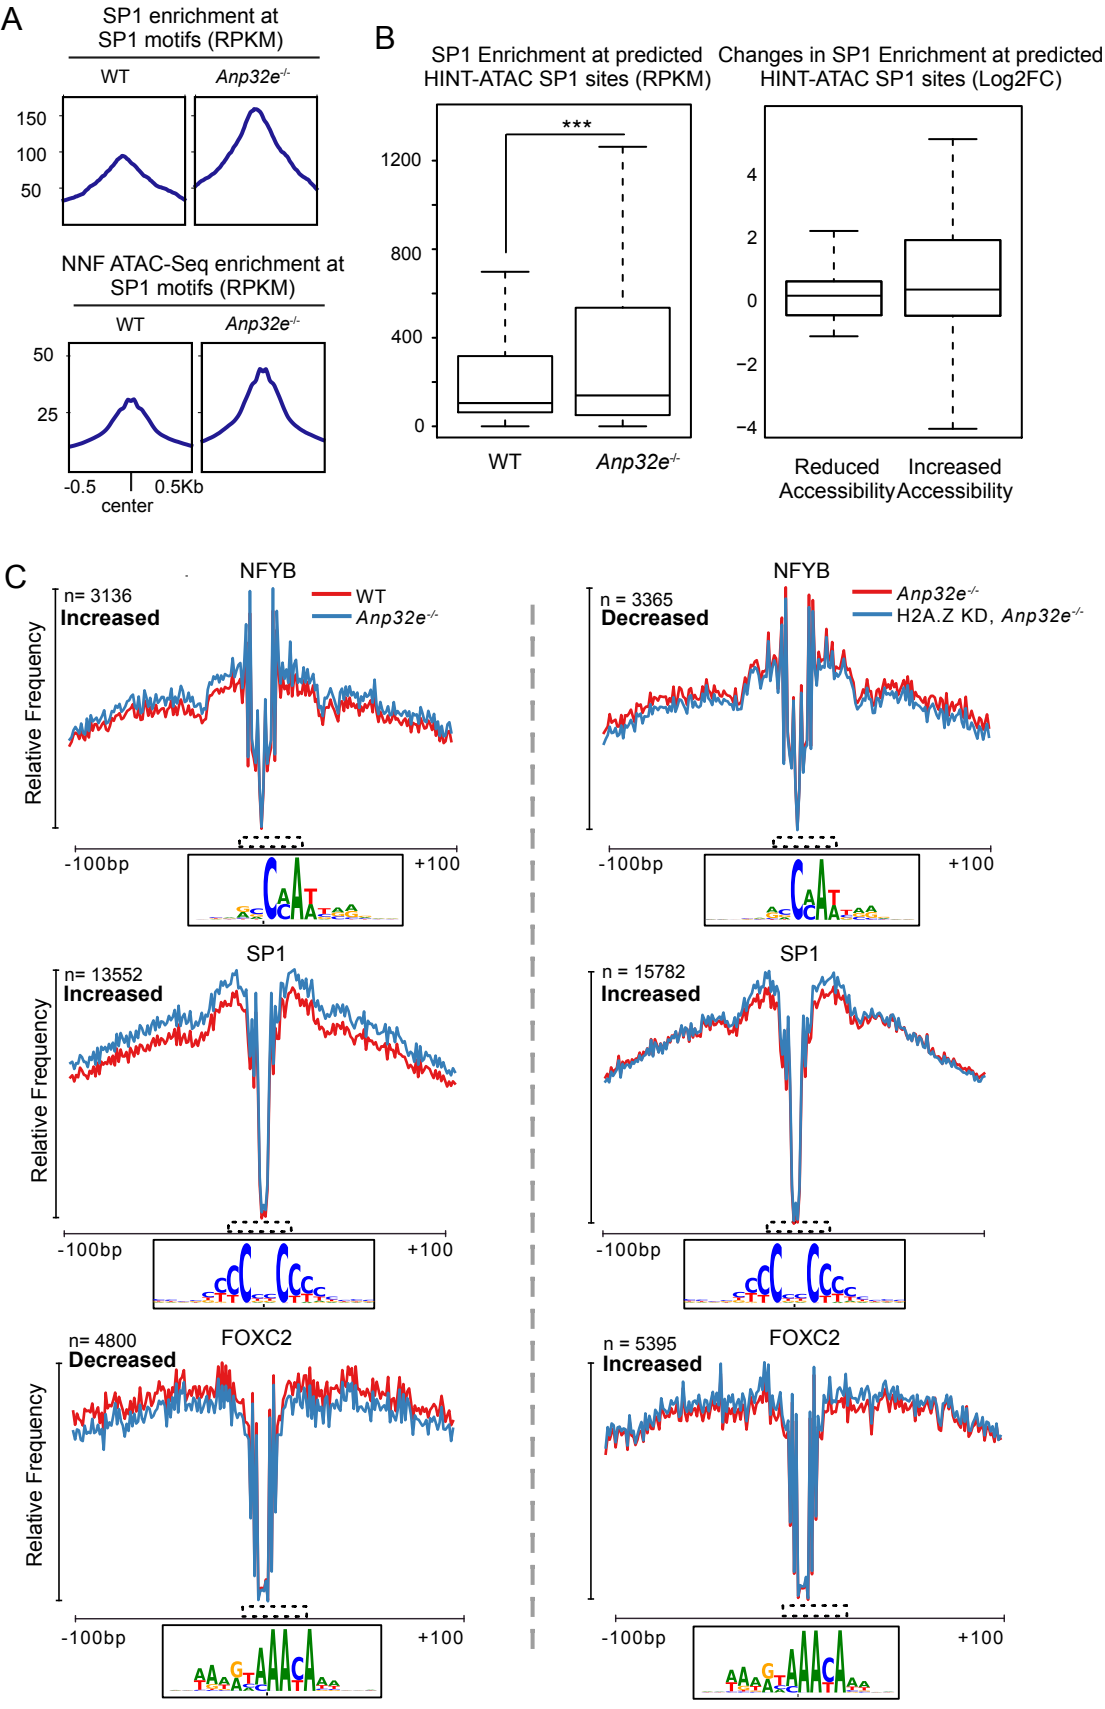

Supplemental Figure 5. Loss of ANP32E impacts TF binding.

(A) Aggregate profile plots of SP1 CUT&Tag and non-nucleosome fragment (NNF) of ATAC-Seq at all putative SP1 motifs (n=68,479). Putative SP1 motifs in the mm10 genome were identified by Homer.

(B) Boxplot of RPKM (left) and log2FC (right) for SP1 enrichment at strong putative HINT-ATAC SP1 sites. HINT-ATAC SP1 sites were used to calculate enrichment score of SP1 in WT MEFs and *Anp32e*<sup>-/-</sup> MEFs, and the 90<sup>th</sup> percentile of SP1-enriched sites was used for analysis as these were considered as strong putative SP1 binding sites (n=1159, adjusted p-values from a two-sided Student's t-test, boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, \*\*\* indicates p<0.0001)

(C) Average cleavage profiles of NFYB, SP1, and FOXC2 motifs identified by HINT-ATAC comparing *Anp32e*<sup>-/-</sup> ATAC-Seq and WT ATAC-Seq (left panels), and *Anp32e*<sup>-/-</sup> H2A.Z siRNA ATAC-Seq and *Anp32e*<sup>-/-</sup> NT control siRNA ATAC-Seq (right panels). A magnified view of the sequence motif (dashed box) for each TF is shown below profile plot.

Supplemental Figure 6

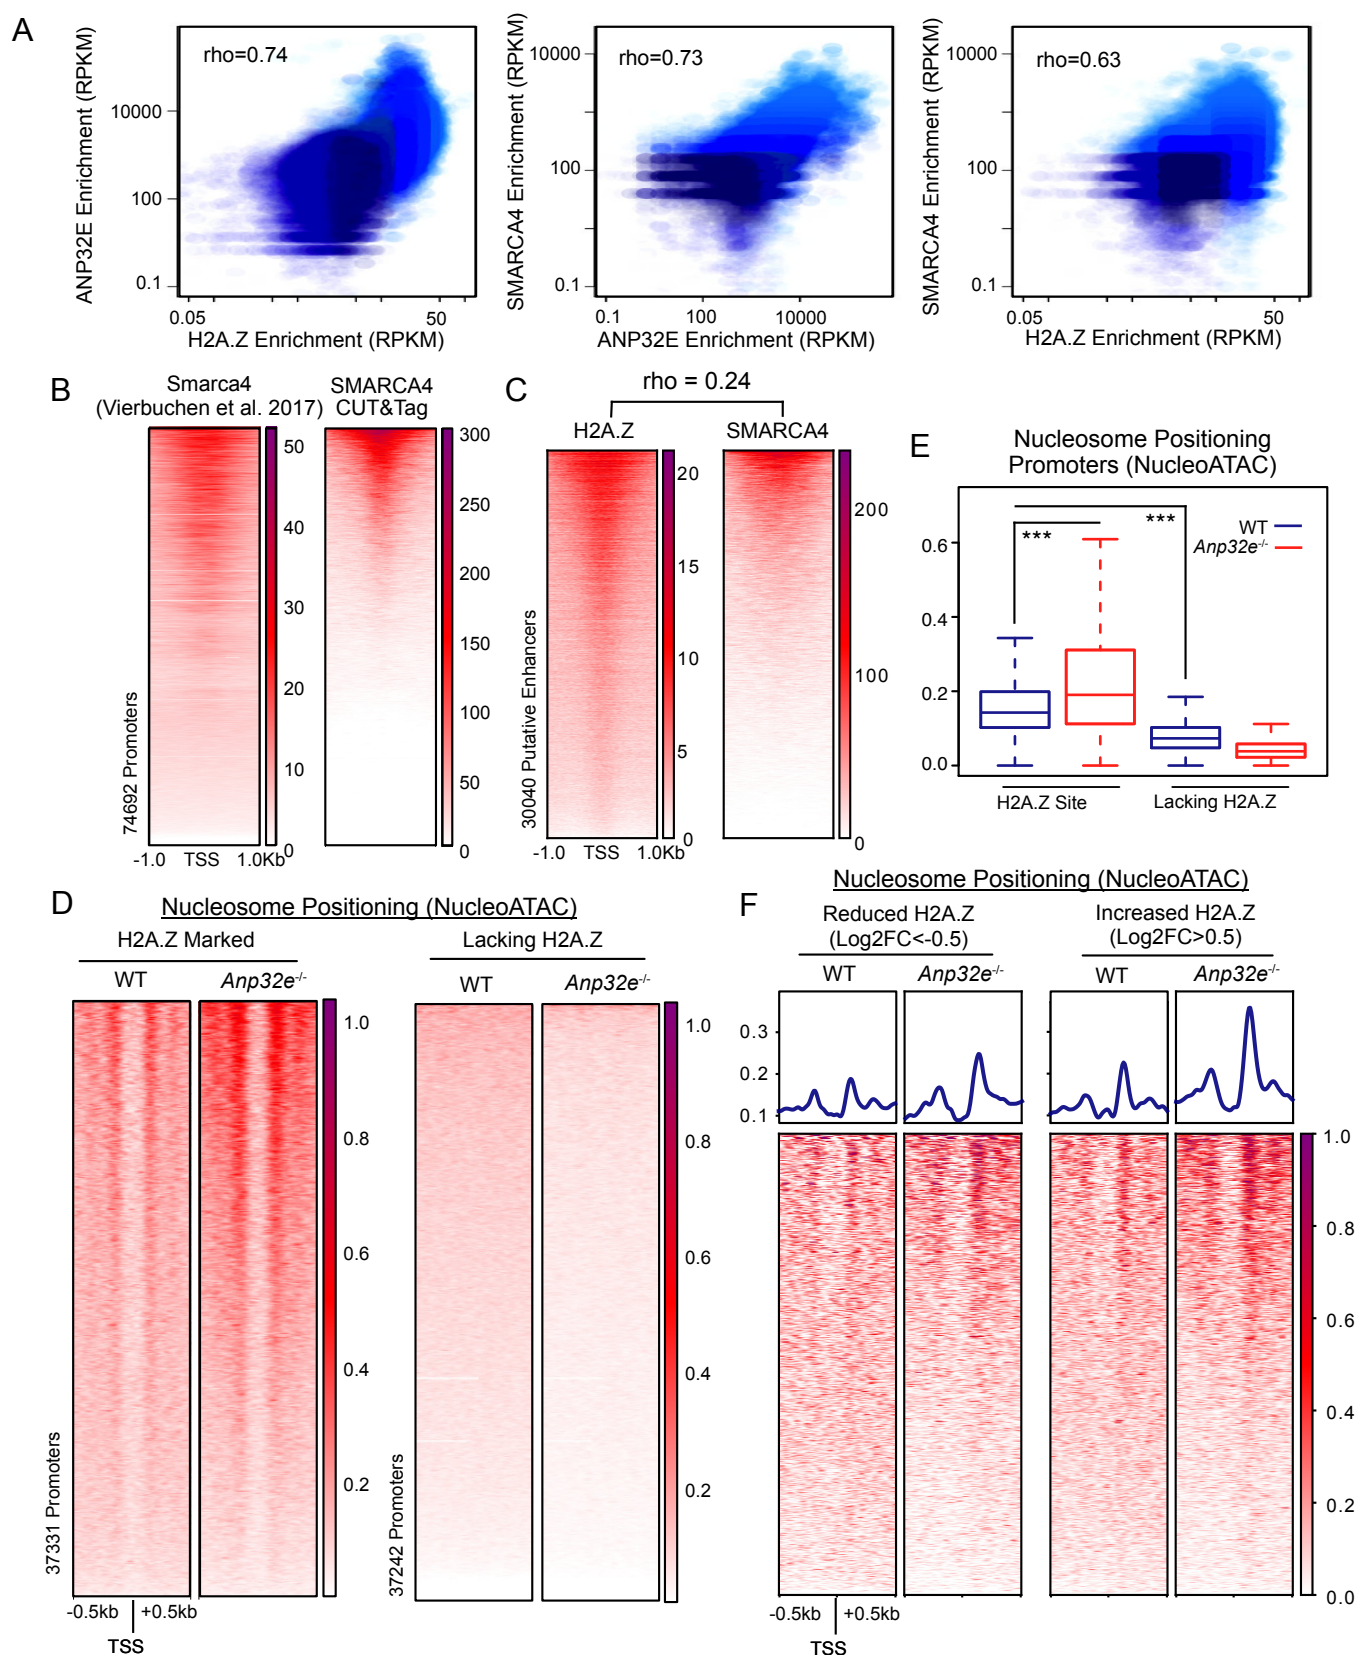

Supplemental Figure 6. Nucleosome remodeling defects occur upon ANP32E loss.

(A) Pairwise scatterplot of ANP32E, H2A.Z and SMARCA4 enrichment signal at promoter regions (TSS  $\pm$  1kb). Spearman's correlation coefficient is indicated in each scatterplot, and color intensity represents density of points plotted.

(B) Heatmap showing SMARCA4 CUT&Tag profile overlaps with SMARCA4 ChIP-Seq profile at promoter regions.

(C) Heatmap showing that H2A.Z enrichment partially overlaps with SMARCA4 enrichment at putative enhancers. Pairwise Spearman correlation rho value is indicated.

(D) Heatmaps of nucleosome positioning identified by NucleoATAC in WT MEFs and *Anp32e*<sup>-/-</sup> MEFs at H2A.Z marked promoters and non-H2A.Z marked promoters.

(E) Boxplot of nucleosome positioning in WT MEFs and *Anp32e*<sup>-/-</sup> MEFs at H2A.Z marked promoters and non-H2A.Z marked promoters. (n=74,692 total promoters, boxes = interquartile ranges, middles = medians, whiskers = 1.5X the interquartile range, adjusted p-values from pairwise two-sided Wilcoxon rank sum test, and \*\*\* indicates p<0.0001)

(F) Heatmaps showing changes in nucleosome positioning identified by NucleoATAC at H2A.Z marked promoters with reduced H2A.Z level (log2FC < -0.5, n=2,304) and increased H2A.Z level (log2FC > 0.5, n=3,454) in WT MEFs and *Anp32e*<sup>-/-</sup> MEFs.

Supplemental Figure 7

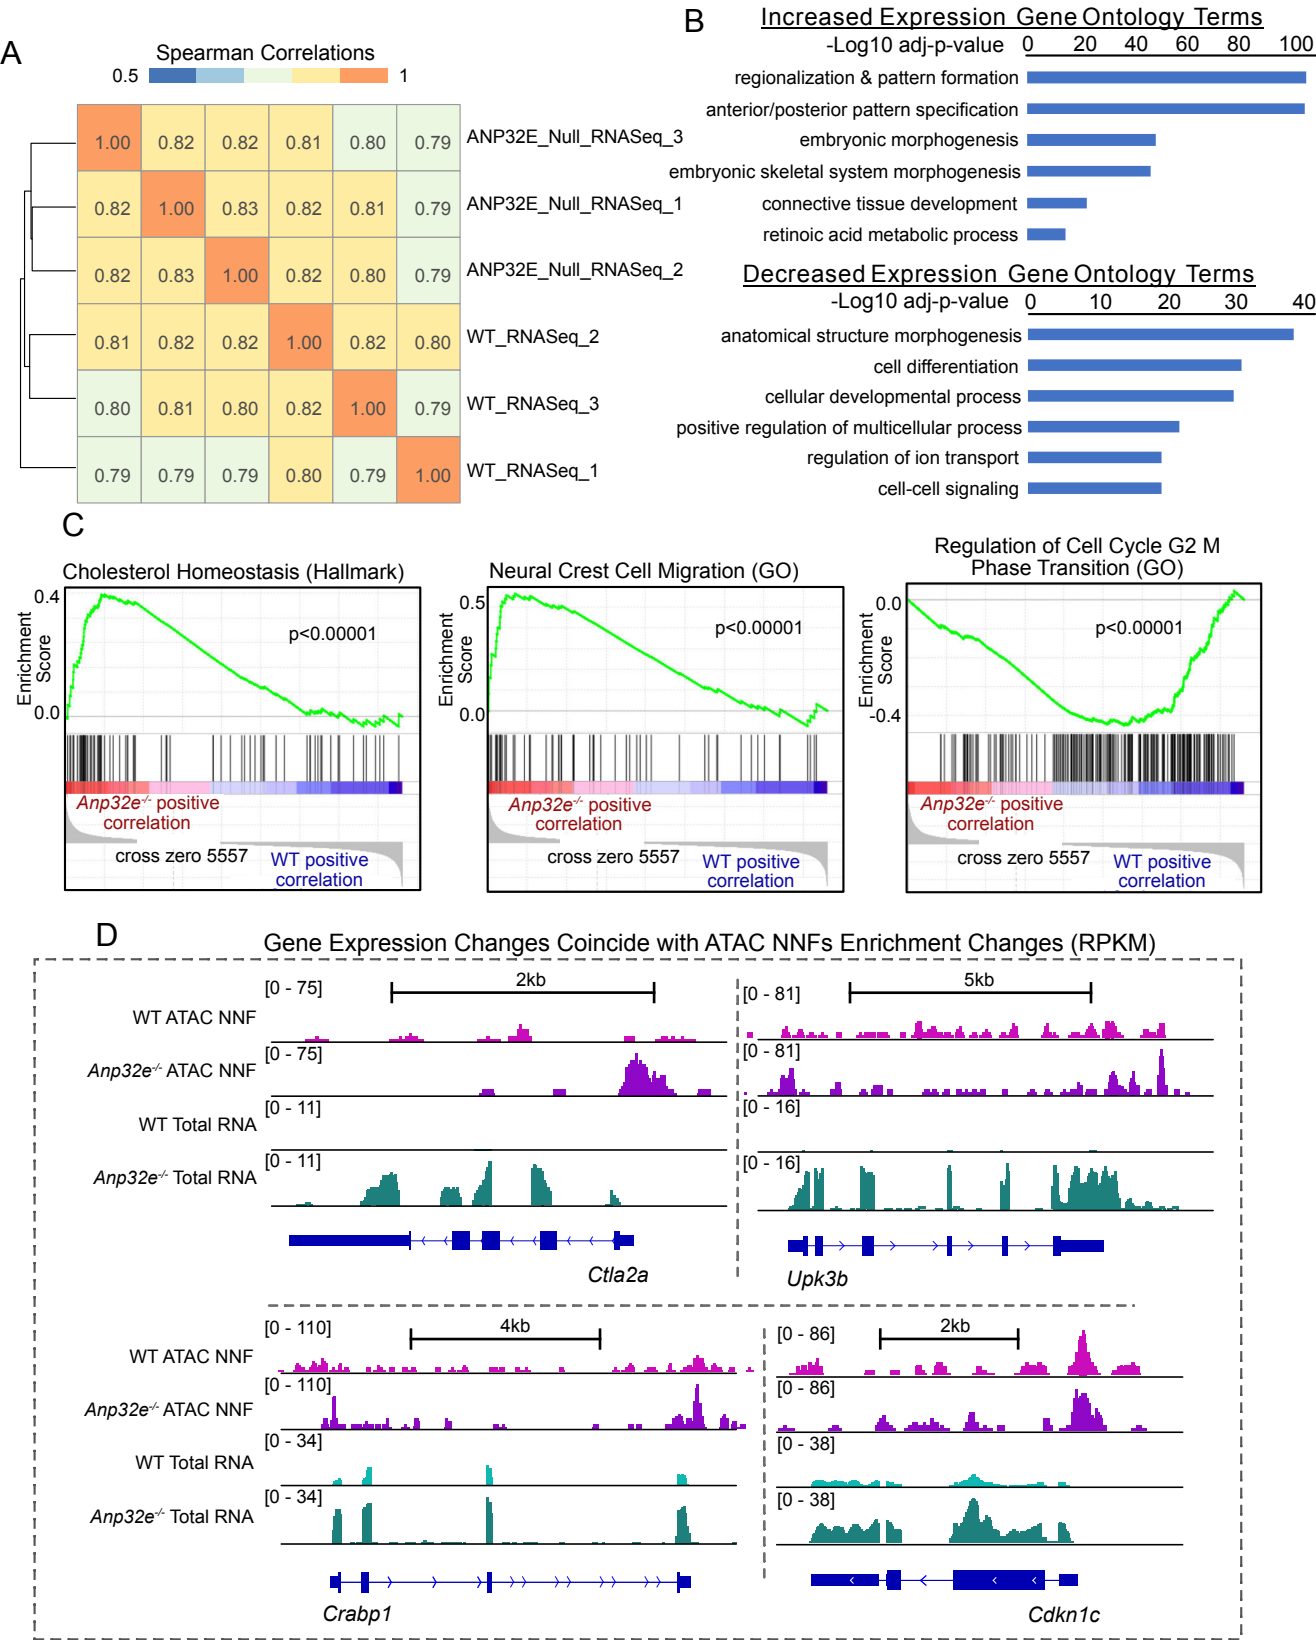

Supplemental Figure 7. Loss of ANP32E causes transcriptional dysregulation.

- (A) Heatmap of pairwise Spearman correlation values showing high correlation among RNA sequencing replicates.
- (B) Enriched gene ontology terms for increased and decreased transcripts in *Anp32e*<sup>-/-</sup> MEFs.
- (C) Gene set enrichment analysis of *Anp32e*<sup>-/-</sup> compared to WT MEF RNA expression data revealed several gene sets and examples are shown. (Nominal p-values were generated based on statistical significance of individual gene sets without correction)
- (D) Snapshots of genome browser views of non-nucleosome fragment (NNF) of chromatin accessibility and RNA-Seq of both WT and *Anp32e*<sup>-/-</sup> MEFs.

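*Ctla2a* and *Upk3b*, which the supplement also shows, lie on chromosome 13 from 60934155 to 60936625 and on chromosome 5 from 136038496 to 136044993 of GRCm38. *Ctla2a* had a computed WT mean at or under the floor of 3 counts and was at least 57.3-fold higher in *Anp32e*-/- MEFs, where its computed mean was 172 normalized counts (adjusted p = 1.09e-22 in the authors' deposited table). The authors' deposited table gives *Upk3b* a log2FC of 7.90 (standard error 0.385, adjusted p = 9.32e-91 from the DESeq2 Wald test). Its computed means were 5.04 normalized counts in WT and 1205 in *Anp32e*-/- MEFs. *Upk3b* is also a marker gene of mesothelial cells.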

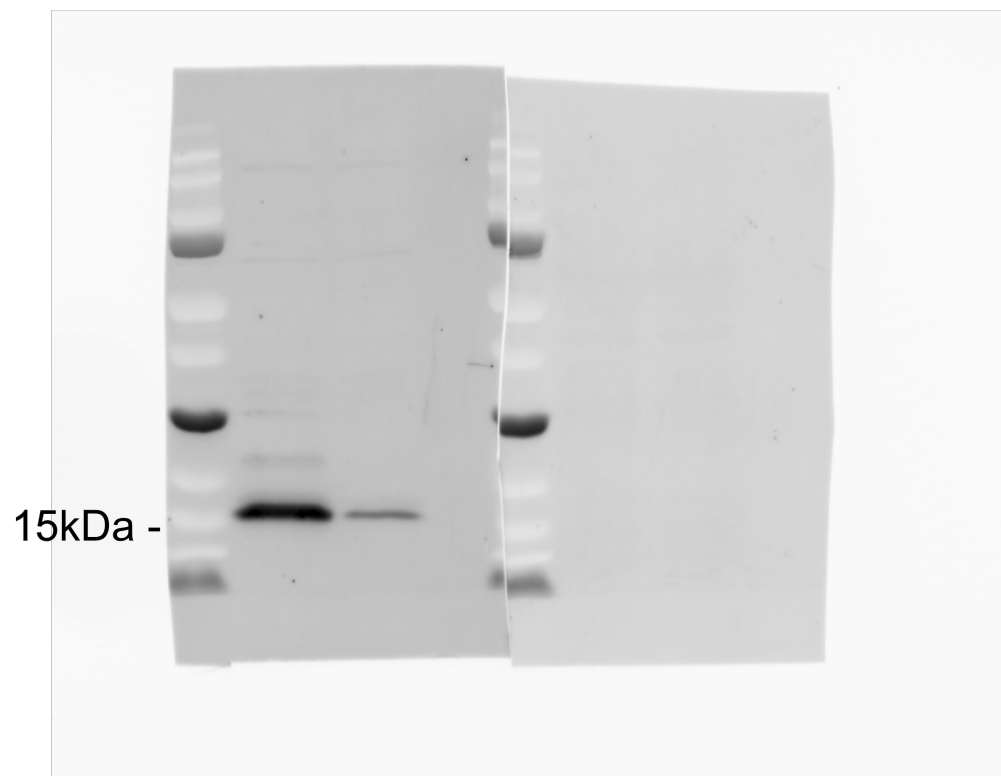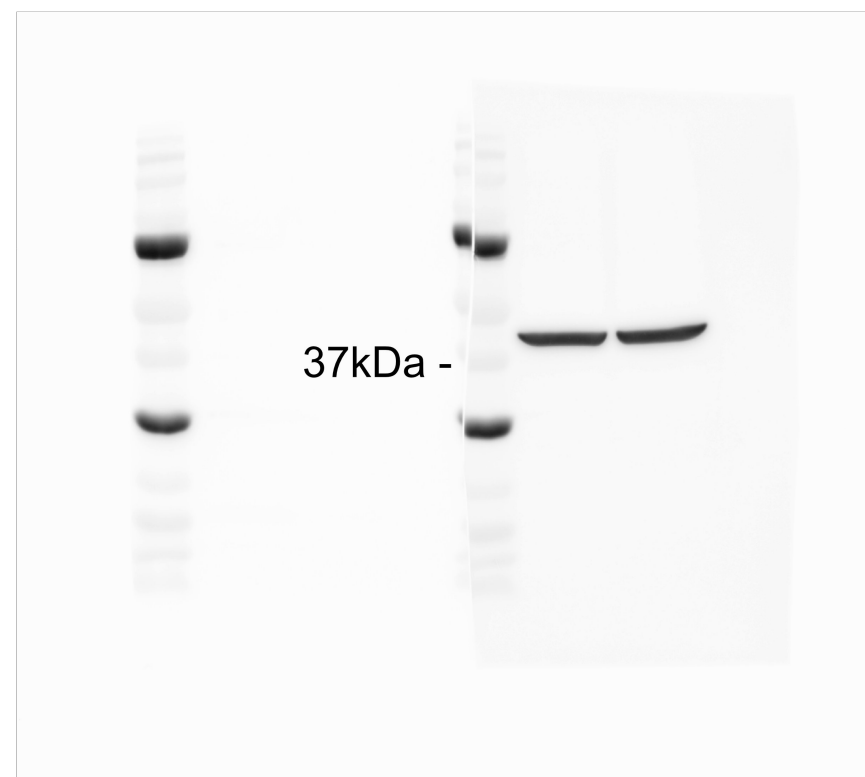

Supplementary Figure 8. Original Scans from Western Blots corresponding to Figure 4A.

Original Western blots are displayed for H2A.Z (left) and beta-Actin (right). In each blot the lane immediately to right of the molecular weight marker is control siRNA knockdown and the next lane is H2A.Z siRNA knockdown.

Supplementary Table 1. Dataset availability.

| <b>Dataset</b>                                                      | <b>Cell type</b> | <b>Source</b>             | <b>Identifier</b> | <b>Link</b>                                                                                                                               |
|---------------------------------------------------------------------|------------------|---------------------------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| ATAC-Seq of wt and Anp32e null MEF                                  | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| RNA-Seq of wt and Anp32e null MEF                                   | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| ATAC-Seq of non-targeting and H2A.Z siRNA knockdown Anp32e null MEF | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| SP1 CUT&Tag of wt and Anp32e null MEF                               | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| SMARCA4 CUT&Tag of wt and Anp32e null MEF                           | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| ANP32E CUT&Tag of wt MEF                                            | MEF              | This study                | GEO: GSE145705    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145705</a>   |
| H2A.Z ChIP-Seq of wt and Anp32e null MEF                            | MEF              | Obri A, et al, 2014       | GEO: GSE51579     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51579">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51579</a>     |
| H3K27me3 ChIP-Seq                                                   | MEF              | Xie W, et al, 2015        | GEO: GSE72237     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237</a>     |
| H3K27Ac ChIP-Seq                                                    | MEF              | Xie W, et al, 2015        | GEO: GSE72237     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237</a>     |
| H3K4me3 ChIP-seq                                                    | MEF              | Xie W, et al, 2015        | GEO: GSE72237     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72237</a>     |
| SMARCA4 ChIP-Seq                                                    | MEF              | Vierbuchen T, et al, 2017 | GEO: GSM2905665   | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2905665">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2905665</a> |
| H2A.Z ChIP-Seq                                                      | mESC             | Hsc CC, et al, 2018       | GEO: GSE100460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460</a>   |
| ATAC-Seq                                                            | mESC             | Juric I, et al, 2019      | GEO: GSE119663    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119663">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119663</a>   |
| RNA-Seq                                                             | mESC             | Hsc CC, et al, 2018       | GEO: GSE100460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460</a>   |
| H3K27me3 ChIP-Seq                                                   | mESC             | Hsc CC, et al, 2018       | GEO: GSE100460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460</a>   |
| H3K27Ac ChIP-Seq                                                    | mESC             | Hsc CC, et al, 2018       | GEO: GSE100460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460</a>   |
| H3K4me3 ChIP-seq                                                    | mESC             | Hsc CC, et al, 2018       | GEO: GSE100460    | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100460</a>   |

# Supplementary material for: Genome-wide chromatin accessibility is restricted by ANP32E
**Source:** Nat Commun. 2020 Oct 8;11:5063. doi: 10.1038/s41467-020-18821-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Data were collected using high-throughput sequencing from NextSeq, NovaSeq, and HiSeq platforms, with bcl2fastq (V2.20) software available from Illumina.

#### Data analysis

Sequencing data was analyzed with commonly used open source software methods. These include: Bowtie2 – v2.3.4.1, Picard – v2.18.23, Deeptools – v3.1.3, Bedtools – v2.29.2, MACS2 – v2.1.4, DiffBind – v2.14.0, IGV – v2.4.16, R – v3.6.1, Hint-ATAC – v0.12.3, nucleoATAC – v0.3.4, ucsc-binary-utilities – v373, GREAT – v4.0.4, PANTHER – v14.0, DESeq2 – v1.26.0, GSEA – v4.0.1, RNA-STAR – v2.7.3a, eulerr – v6.1.0, pheatmap – v1.0.12

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data is publicly available through NIH GEO Datasets: GSE145705

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | To ensure robust measurements of variation, and to facilitate statistical comparisons between samples of different types, 3 biological replicates were used for cell culture studies.                                                                                                                                                                                                                           |
| Data exclusions | More than 36 high throughput sequencing datasets were generated in this study, and only one dataset was excluded. From initial analysis of the H2A.Z knockdown ATAC-Seq datasets, we determined that one of our biological replicates was over-tagmented. This sample was therefore compromised, and further inclusion of this dataset in our study would have introduced artifacts and inhibited our analyses. |
| Replication     | Cell culture methods were used such that each experiment was done using a minimum of 3 biological replicates. When possible, orthogonal experimental methods were used in an attempt to replicate results. All attempts at replication were successful.                                                                                                                                                         |
| Randomization   | All statistical comparisons were made between test datasets and their appropriate negative controls or background unparsed datasets. For this reason, no randomization was necessary.                                                                                                                                                                                                                           |
| Blinding        | Samples were blinded prior to submitting for high throughput sequencing and during the initial alignment stages. Subsequently, bioinformatics measurements took place in a controlled unbiased and unsupervised manner.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H2A.Z antibody - Active Motif 39113, beta-Actin antibody - Sigma A5441 clone AC-15, ANP32E antibody - Thermo PA542860, SMARCA4 antibody - Abcam ab110641, SP1 antibody - Santa Cruz sc-17824 clone E-3                                                                                                                                                                                                  |
| Validation      | Antibodies were validated in the following prior publications: H2A.Z Shin et al. 2018 DOI: 10.1016/j.bbaggm.2018.03.002, beta-Actin Rugg-Gunn et al. 2010: DOI: 10.1073/pnas.0914507107, SMARCA4: Friman et al. 2019 DOI: 10.7554/eLife.50087, SP1 Calabrese et al. 2012 DOI: 10.1016/j.cell.2012.10.037. For ANP32E we performed western blotting assays to confirm specificity prior to ChIP studies. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                                                                                                                                                                          |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | Primary mouse embryonic fibroblasts were from WT and Anp32e <sup>-/-</sup> embryos and graciously donated to us by Dr. Ali Hamiche, at the Institut de Génétique et de Biologie Moléculaire et Cellulaire, Cedex, France |
| Authentication           | Using RNA-Seq we validated the Anp32e mutation originally published Reilly et al. 2010.                                                                                                                                  |
| Mycoplasma contamination | None                                                                                                                                                                                                                     |

Commonly misidentified lines  
(See [ICLAC](#) register)

NA

How the deposited data were processed for this re-analysis (not part of the article)

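RNA-Seq data of 3 WT and 3 *Anp32e*-/- MEF cultures were examined. The only processed file is the authors' deposited table of their comparison of the 2 groups, with 1 line per RefSeq transcript and no values per library. The files of the other assays of the paper were not part of the data examined.

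The authors aligned the reads to mm10 with RNA-STAR, counted them on RefSeq transcripts with Subread featureCounts and ran DESeq2 with default settings. The signal column is the mean over the 6 libraries of counts that the authors divided by DESeq2 size factors. The log2 fold changes of *Anp32e*-/- over WT and their standard errors were made by the authors with DESeq2's model. The score column is the Wald statistic of the authors, and it differed from the log2 fold change divided by its standard error by at most 1.3e-13, so the fold changes were not shrunken. Each p-value is the one the authors obtained from the Wald test, and the adjusted p-value is theirs after Benjamini-Hochberg adjustment and independent filtering on the mean.

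The table holds 36085 coding and 6276 noncoding transcripts. Of these, 35342 have reads, and 2711 of those have no adjusted p-value. Transcripts were matched to genes with the RefSeq annotation of GRCm38, which placed 42203 of them and left 158 without a gene. Those with an adjusted p-value belong to 17283 genes. Exon positions of *Anp32e* are those of GENCODE on the same build. Chromosome X and Y transcripts, which the paper excluded, were left out of the counts unless stated otherwise. The analysis had been planned for counts per library, with a model fitted to them. Since the table holds only the comparison, the calls are the authors' own, no model was fitted to libraries, and no total counts, replicate SD or intervals of counting error can be given. The precision of a value is the authors' standard error.

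Sizes of single steps in the lowest means gave the size factors of the libraries. Steps were assigned to groups by the sign of the fold change of transcripts with 1 read. The mean size factor was 1.06 for WT and 0.957 for *Anp32e*-/- libraries. Group means were computed as the WT mean that, with the listed fold change, gives the listed mean over both groups of 3 libraries. They are approximate and have no error of their own. A group mean at or under 3 counts was treated as a floor, and folds against it are given as lower bounds.

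Genes were represented by their transcript with the highest mean. Lists, chromosomes and the neighbourhood of *Anp32e* were examined among autosomal genes with a mean of at least 10 normalized counts. The 8 gene lists, for Hox genes, other patterning regulators, E2F targets, G2/M and mitosis genes, cholesterol synthesis and uptake, neural crest cell migration, retinoic acid metabolism and ion channels, were written by hand before the data were examined, and stand for the gene sets of Fig. 7d and Supplementary Fig. 7b, c. So were 9 marker lists, for mesothelial, epithelial, endothelial, macrophage, skeletal muscle, neural crest and glial, chondrocyte and fibroblast cells and for p53 targets. Lists were tested with the camera test of limma 3.58.1 in R 4.3.3 on the deposited Wald statistics (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment within the 8 or 9 lists), with two-sided Fisher's exact tests of their share among called genes, and against the medians of 10000 random lists matched on the mean in 20 bins. Chromosome medians were tested against 10000 relabellings of genes, for which the smallest possible p is 0.0001, and followed in windows of 10 Mb with at least 5 genes. The Fisher's exact tests of lists were not matched on the mean. The rank correlation of Hox genes had 100000 permutations. Genes within 10 Mb of *Anp32e* were compared with other autosomal genes by a two-sided Fisher's exact test of those called at an absolute log2FC over 0.5. All other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

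The genes named were set before the data were examined. They are *Anp32e*, *Crabp1*, *Cdkn1c*, *Ctla2a*, *Upk3b*, the H2A.Z genes *H2afz* and *H2afv*, *Smarca4*, *Sp1*, *Nfyb*, *Foxc2*, *Xist* and 4 Y-linked genes. To these come the 3 largest increases and 3 largest decreases by fitted log2FC among called autosomal genes with a mean of at least 50. Up to 3 called genes of each list with the largest absolute fitted log2FC were added, of which not all are reported. The rule also asked that the libraries of the groups not overlap, which could not be applied without values per library.

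Alternatives set before the data were examined were the inclusion of X and Y transcripts and the inclusion of every transcript with at least 1 read, with adjustment over all of them. Added after seeing the values were counting genes, adjusting over autosomal transcripts alone, means of at least 10 and at least 50, Wald tests with the threshold as the null hypothesis, taking out the median of each chromosome, another transcript of the gene, an inter-gene correlation of 0.05, ranks, the log2 ratio of the mean size factors of the groups added to each log2FC, and distances of 5 and 20 Mb. The methods were tested on simulated data with the deposited means and standard errors of 13768 genes. Of 200 changed genes, 190 were called, with 7 unchanged genes among the calls. A shift of 0.3 on 1 chromosome was recovered as a median of 0.31. The limits that decide the tests of explanations were set after seeing the values, except for the corrections for GC content and length, the relabelling of chromosomes and the depth ratio. These 3 tests were also chosen after the data were seen, but before their own result was.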

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

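The tests in this part were chosen after the pattern was seen. The paper excluded genes on the X and Y chromosomes, and the authors' deposited table holds a signal from them in the *Anp32e*-/- libraries that is above the level in the WT libraries, which serve as the control. Against the floor of 3 counts in WT, *Ddx3y* was at least 368-fold, *Kdm5d* at least 221-fold, *Eif2s3y* at least 306-fold and *Uty* at least 225-fold higher in *Anp32e*-/- MEFs. *Xist* went the other way and was at the floor in *Anp32e*-/- MEFs.

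Several technical explanations are argued against by these values. Had 1 of the 3 libraries of each group been exchanged, the group means could not lie more than about 2-fold apart, while the smallest of the 4 lower bounds is 220.8-fold. WT cultures that contain male cells would show Y-linked reads, and the floor allows at most 0.451% of the counts of these genes in WT. Reads shared between the X and Y copies of a gene would appear in both groups, and the floor of *Ddx3y* in WT is 0.0153% of the WT mean of *Ddx3x*. The Y-linked genes had computed means from 663 to 1103 normalized counts in *Anp32e*-/- MEFs and were at the floor in WT MEFs. *Xist* had a computed mean of 5111 in WT MEFs and was at the floor in *Anp32e*-/- MEFs. A difference in the sex of the embryos would give both, with WT cells from females and *Anp32e*-/- cells from males. The X-linked partners of the Y genes, some of which escape X inactivation, may then be lower in *Anp32e*-/- MEFs, and 4 of the 4 were at an adjusted p under 0.05, with a log2FC of −0.52 for *Ddx3x*, −0.29 for *Kdm5c*, −0.57 for *Eif2s3x* and −0.42 for *Kdm6a* in the authors' deposited table. The paper's text does not give the sex of the embryos. Loss of ANP32E in cells of the same sex is argued against as the reason by these values. Female cells have no Y chromosome to transcribe, and male WT cells would show Y-linked reads. If the embryos differed in sex in this way, sex and genotype would be the same split of the 6 libraries. Leaving out the X and Y chromosomes would then not remove effects of sex on autosomal genes, and the size of such effects cannot be computed from the table.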

How the results depend on the processing

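No paired analysis was possible because the authors' deposited table holds no values per replicate. For the same reason the following alternatives set before the data were examined were not run: another tool for the test, another normalization, a filter of at least 10 counts in every sample, leaving out each library in turn, the replicate number as a block, edgeR's glmTreat, another pseudocount, camera with an estimated correlation, fry, and the Spearman correlation between replicates with its alternatives. Other splits of the 6 libraries could not be counted either. Those set before the data were examined that were run are X and Y transcripts kept and every transcript or gene with at least 1 read, and of their 14 values 1 changed a call. All other settings below were chosen after seeing the data.

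Counting genes in place of transcripts gave 831 at an absolute log2FC over 1.5, 2811 at 0.5 and 3850 at an adjusted p under 0.01, since several transcripts of a gene were counted before. Making the threshold part of the test gave 417 transcripts at 1.5 and 1918 at 0.5, by its construction a stricter test. A mean of at least 50 normalized counts left 765 transcripts at 1.5, since fewer were tested. The other alternatives, among them X and Y transcripts kept, stayed within 1.5 times the main counts: 1275 to 1620 at 1.5, 4386 to 5620 at 0.5 and 5476 to 7913 at an adjusted p under 0.01.

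The *Anp32e* log2FC of −1.54 was not past a test of an absolute log2FC over 1.5 (adjusted p = 1). Its direction and an adjusted p under 0.05 held with another transcript, whose log2FC of −1.38 is not past 1.5. Both also held with the chromosome median taken out, at a log2FC of −1.50. The G2/M list passed with every gene with at least 1 read (adjusted p = 0.0442) with ranks (0.0415) and with the log2 ratio of the size factors added to each log2FC (0.0104), in a range from 0.0104 to 0.321. The last of these settings adds 1 constant to all genes and decides nothing about a list. The neural crest list did not pass with an inter-gene correlation of 0.05 (0.0844, range from 0.0018 to 0.0844). With ranks, the direction reversed for the lists of retinoic acid metabolism (0.698, range from 0.00121 to 0.698), other patterning regulators (0.698, range from 0.406) and ion channels (0.698, range from 0.35 to 0.942). On Wald statistics these lists were up, down and up, against the sign of their median log2FC of −0.20, 0.12 and −0.07. With ranks, each direction was that of the median. The cause was not tested. The Hox, cholesterol and E2F lists kept their direction and their side of the threshold under all 7 alternatives, with ranges from 3.98e-07 to 0.0228, from 2.2e-16 to 5.92e-07 and from 0.153 to 0.767.

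The correlation of Hox log2FC with paralog group passed with every Hox gene with an adjusted p-value (rho −0.33, p = 0.0472), and not with bounds (p = 0.144). The cause was not tested. Genes near *Anp32e* gave p from 0.364 to 0.806 under the alternatives. Taking out the chromosome median reversed *Smarca4* (0.016) and *Sp1* (−0.10), by its construction. Among the 76 values of 33 named genes under alternatives, the other changes of call were 6 weaker under the threshold test, and 2 weaker and 1 stronger with the chromosome median taken out.

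The depth limits genes at the floor: of the calls at 1.5, 127 increased and 138 decreased transcripts have a mean under 10 normalized counts.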

Differences from the paper's values

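The paper counts 1540 differentially expressed genes in its text, and the legend of Fig. 7a speaks of transcripts. The transcripts called in the authors' deposited table belong to 848 distinct genes. None of the alternatives set before the data were examined closed the gap: with X and Y transcripts kept there were 894 distinct genes, and with every transcript with at least 1 read adjusted together there were 838. Counted as transcripts, the table gives 1540, the paper's value.

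The paper describes E2F target genes as decreased (Fig. 7d), and the list of E2F targets had a median log2FC of −0.02 and an adjusted p of 0.481 by camera. No setting that was run called it. The paper shows genes of the G2/M transition as decreased (Supplementary Fig. 7c), and the adjusted p of that list was 0.0711. It was called as decreased with every gene with at least 1 read, set before the data were examined (0.0442), with ranks, chosen after seeing the values (0.0415), and with the depth ratio of the groups added to each log2FC, also chosen after seeing the values (0.0104). The last setting adds 1 constant to all genes and moves most those with small standard errors, so it says nothing about the direction of this list. The median of the list lay at percentile 0.37 of random lists matched on mean expression, on the side the paper shows. The paper names retinoic acid metabolism among increased genes (Supplementary Fig. 7b). The list for it, which also holds genes of binding and response, had a median log2FC of −0.20. Past 1.5, 4 of its genes were increased and 3 decreased. Camera on Wald statistics called it as increased (0.00328), and the share of increased genes past 1.5 was larger than among all genes (Fisher's exact test, two-sided, adjusted p = 0.00525), as was the share of decreased genes (0.0243). The paper names ion transport among decreased genes (Supplementary Fig. 7b), and of the genes on the ion channel list 8 were increased and 6 decreased past 1.5 in the authors' deposited table. Both shares were larger than among all genes (Fisher's exact test, two-sided, adjusted p = 0.00798 for decreased and 0.000929 for increased genes). The Fisher's exact tests of lists were not matched on mean expression. Past 1.5, 1275 called transcripts had a mean of at least 10 normalized counts and 765 of at least 50. A mean of at least 50 left 42 of the 60 genes on the ion channel list, against 11939 of all 13768 genes. An excess in both directions can therefore not be told from an effect of lower means. These lists are not the sets that the paper used.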

Other observations

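The tests of explanations in this part were all chosen after the data were seen, including the chromosome medians and the median of the E2F list. Those on GC content and length, on relabelled chromosomes and on the depth ratio were set before their own result was seen, and the others after.

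Whole chromosomes were shifted in the authors' deposited table. The median log2FC of the genes with a mean of at least 10 normalized counts was 0.19 on chromosome 10, 0.32 on chromosome 15, 0.21 on chromosome 16, 0.32 on chromosome 17, 0.30 on chromosome 18 and 0.34 on chromosome 19. It was −0.22 on chromosome 9, −0.16 on chromosome 11 and −0.35 on chromosome 14. Over 10000 relabellings of genes, the largest absolute median of 19 chromosomes had a 95th percentile of 0.06. For each of these 9 chromosomes, the permutation test by relabelling gave p = 0.0001, the smallest it can give (adjusted p = 0.00017), which argues against changed genes that are spread by chance. In all, 16 of 19 chromosomes passed an adjusted p of 0.05. After the trend on GC content and transcript length was taken out, in the 89.3% of genes with both, the smallest absolute median of the 9 chromosomes was 0.17, so that trend is not the whole source of the shift. A size factor or a difference in depth moves all chromosomes alike, while the highest and lowest medians lay 0.69 apart. A minority of strongly changed genes would leave the others on both sides of 0, while at least 72.5% of the genes of each of the 9 chromosomes lay on its side. A different number of copies of whole chromosomes in some or all cells of one group stays open. It may shift whole chromosomes, and 97 of 97 windows, 100% of them, lay on the side of their chromosome. The 9 chromosomes were selected for their medians, so this shows only that the shift is not confined to part of a chromosome. A gain from 4 to 5 copies in all cells gives a log2FC of 0.32 and a gain from 2 to 3 gives 0.58. The table cannot say which group differs from a normal number of copies, and DNA was not examined. Regulation of whole chromosomes through loss of ANP32E was not tested. It would move the windows in the same way, so these explanations cannot be told apart in this table. At an absolute log2FC over 0.5, 79.9% of the called genes on the 6 raised chromosomes were increased, 24.1% on the 3 lowered ones and 42.7% on the others.

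Mesothelial marker genes were higher in *Anp32e*-/- MEFs. The list was written before the data were examined, and 1 of its genes, *Upk3b*, is shown by the paper. Of its 12 genes with a mean of at least 10 normalized counts, 9 were increased and 1 decreased at an adjusted p under 0.05, with a median log2FC of 3.07, or 2.99 with 4 genes at their bounds. The computed WT mean was over the floor of 3 counts for 8 of the 12, among them *Upk1b* at 3.47 and *Upk3b* at 5.04 normalized counts, just over it. The median of 9 fibroblast markers was 0.39, with 7 increased and 1, *Pdgfra*, decreased, so no general fall of these markers was seen. Their log2FC ranged from −0.36 for *Pdgfra* to 4.44 for *Dcn*. Markers that change so unequally cannot measure the share of fibroblasts, so a lower share is not excluded. The median lay at percentile 100 of random lists matched on expression, which shows that the list is raised. More mesothelial cells in the *Anp32e*-/- cultures and induction of these genes in fibroblasts that lack ANP32E would both raise it, and they cannot be told apart in means of bulk RNA. The most abundant gene of the list, *Krt19*, was decreased (log2FC −0.69, computed WT mean 9129), while *Krt7* (0.76), *Msln* (0.76) and *Upk1b* (9.05) were increased in the authors' deposited table. These 4 genes were singled out after their values were seen.

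The other marker lists hold few genes. Median log2FC was 0.48 for 5 epithelial, 0.56 for 3 endothelial, 0.22 for 2 macrophage, −0.07 for 4 skeletal muscle, 0.10 for 2 neural crest and glial and −0.37 for 5 chondrocyte markers. By camera the epithelial list was increased (adjusted p = 6.26e-05 over 9 lists, from 4.48e-10 to 0.282 under 6 alternatives, the last with ranks), with a log2FC of 4.42 for *Cdh1* and 2.79 for *Krt18* in the authors' deposited table, 2 genes singled out after their values were seen. It holds 2 increased genes and none decreased at an adjusted p under 0.05. The adjusted p of the mesothelial list was 3.93e-10 and that of the fibroblast list 8.3e-09, both increased. The 13 p53 target genes had a median of −0.28, with none increased and 5 decreased, and camera gave an adjusted p of 0.0556 over 9 lists. It passed as decreased under 4 of 6 alternatives, with adjusted p-values from 0.0214 to 0.135 over the 6. The depth ratio, under which it also passed, is left out of these counts, since 1 constant added to all genes decides nothing about a list.

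Genes of the HoxB and HoxC clusters were higher in *Anp32e*-/- MEFs, and 12 of 13 passed an adjusted p of 0.05 with a positive sign, which argues against scatter of genes with few reads, although 8 of the 13 were at the floor in WT. A different number of copies of chromosomes is argued against for HoxB, whose median of 4.77 stands on chromosome 11 with a median of −0.16. Regulation through ANP32E, and cultures that derive from different parts of the embryo, stay open and were not tested.

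For the E2F targets, the paper's gene set analysis ran on the count table. A ranking on counts that are not scaled for depth may lower every gene in the *Anp32e*-/- libraries, whose mean size factor is 0.906 times that of WT. With the log2 of this ratio, −0.14, added to each log2FC, camera gave an adjusted p of 0.153. This test decides nothing, since 1 constant for all genes leaves their order by log2FC as it was and moves most the statistics of genes with small standard errors. The explanation stays open, since the counts per library are not in the table.

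DNA of another strain next to a targeted allele may change genes nearby. Of 260 genes within 10 Mb of *Anp32e*, 15.4% were called at an absolute log2FC over 0.5, against 19.4% of the other 13507 (Fisher's exact test, two-sided, p = 0.113, odds ratio 0.755 with a 95% confidence interval from 0.523 to 1.06). There was no excess of called genes near *Anp32e*, and flanking DNA that changes few genes is not excluded. The paper's text does not name the strain of the mice.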
